# Global Gene Expression Profiling in Three Tumor Cell Lines Subjected to Experimental Cycling and Chronic Hypoxia

**DOI:** 10.1371/journal.pone.0105104

**Published:** 2014-08-14

**Authors:** Magdalena Olbryt, Anna Habryka, Sebastian Student, Michał Jarząb, Tomasz Tyszkiewicz, Katarzyna Marta Lisowska

## Abstract

Hypoxia is one of the most important features of the tumor microenvironment, exerting an adverse effect on tumor aggressiveness and patient prognosis. Two types of hypoxia may occur within the tumor mass, chronic (prolonged) and cycling (transient, intermittent) hypoxia. Cycling hypoxia has been shown to induce aggressive tumor cell phenotype and radioresistance more significantly than chronic hypoxia, though little is known about the molecular mechanisms underlying this phenomenon. The aim of this study was to delineate the molecular response to both types of hypoxia induced experimentally in tumor cells, with a focus on cycling hypoxia. We analyzed *in* *vitro* gene expression profile in three human cancer cell lines (melanoma, ovarian cancer, and prostate cancer) exposed to experimental chronic or transient hypoxia conditions. As expected, the cell-type specific variability in response to hypoxia was significant. However, the expression of 240 probe sets was altered in all 3 cell lines. We found that gene expression profiles induced by both types of hypoxia were qualitatively similar and strongly depend on the cell type. Cycling hypoxia altered the expression of fewer genes than chronic hypoxia (6,132 *vs.* 8,635 probe sets, FDR adjusted p<0.05), and with lower fold changes. However, the expression of some of these genes was significantly more affected by cycling hypoxia than by prolonged hypoxia, such as *IL8, PLAU,* and epidermal growth factor (EGF) pathway-related genes (*AREG, HBEGF,* and *EPHA2*). These transcripts were, in most cases, validated by quantitative reverse transcription polymerase chain reaction (qRT-PCR). Our results indicate that experimental cycling hypoxia exerts similar, although less intense effects, on the examined cancer cell lines than its chronic counterpart. Nonetheless, we identified genes and molecular pathways that seem to be preferentially regulated by cyclic hypoxia.

## Introduction

In the tumor microenvironment, hypoxia is one of the crucial factors, which promote an aggressive phenotype of tumor cells and decrease the effectiveness of standard treatment. There are two types of hypoxia: chronic (uninterrupted) hypoxia, which is associated with an increasing distance of proliferating cells to the vessels, and cycling (acute, interrupted) hypoxia, which is mainly caused by fluctuations in the blood flow rate [1].

The existence of acutely hypoxic cells in tumors was first observed several decades ago [2] and was attributed to transient changes in blood perfusion [3]. These preliminary observations were subsequently confirmed in spontaneous animal tumors [4], experimental tumors [5], [6], [7], and in naturally occurring human tumors [8]. Recently, with the usage of pO_2_-tissue assessment technologies, the existence of cycling hypoxia was directly observed in human tumors [9]. It was estimated that tumor areas exposed to cycling hypoxia can range from 12 to 43%, (20% [3]; 35% [7]; 12% and 43% [10]), and can even be greater than the areas of chronic hypoxia in some tumors [10].

The presence of cycling hypoxia in tumors has direct consequences on the tumor behavior. Cycling hypoxia promotes spontaneous metastasis [11], [12] and the cells exposed to such conditions have even greater metastatic potential than cells exposed to chronic hypoxia [10], [13]. Cycling hypoxia also affects the effectiveness of anticancer therapies, most predominantly radiotherapy. Glioma cells grown both *in* *vitro* and as tumor xenografts, preconditioned with application of cycling hypoxia, are more radioresistant [14]. Martinive *et al.* (2006) [15] observed a similar effect for melanoma B16-F10, fibrosarcoma, and hepatocellular cancer cells cultured *in* *vitro*. Moreover, it seems that not only transient acute hypoxia affects the behavior of the cells constituting the tumor microenvironment, but also prolonged cycling hypoxia may lead to a selection of cells resistant to apoptosis and standard treatment modalities such as radiotherapy and chemotherapy [16]. This effect may be further potentiated by increased genetic instability, which has also been attributed to the hypoxic tumor microenvironment [17]. Intermittent blood flow in tumors also decreases the effectiveness of chemotherapy by limiting the delivery of drugs to tumor cells [18]. Recent studies have shown that cycling hypoxia may also be a factor in selecting and promoting cells with stem cell-like phenotype, presenting increased tumor-initiating capabilities and metastatic potential [19].

Collectively, these data suggest that cycling hypoxia, within the tumor mass, may not only cause resistance to conventional therapies, but may also facilitate a more aggressive phenotype of tumor cells. These suggestions have been supported by the clinical observation that higher degree of tumor reoxygenation after radiotherapy is associated with worse patient prognosis [20]. There are also reports showing that individual tumors differ depending on the extent of cycling hypoxia regions. Tumors that present interchangeable states of hypoxia and reoxygenation, present an increased metastatic potential [10], [12] and are more radioresistant [14]. Identification of these tumors would inevitably improve cancer prognosis and enable treatment of patients with therapy tailored to each individual case. Thus, identifying the molecular pathways and genes involved in promoting the aggressive phenotype of tumor cells under cycling hypoxia conditions seems crucial.

Herein, we investigated the influence of cycling and chronic hypoxia on gene expression profile in three cancer cell lines, using a microarray platform. The analysis indicated that cycling hypoxia exerts a similar, although weaker, influence on gene expression in cancer cells than chronic hypoxia. The main differences observed between the two types of hypoxia involved the expression of several genes such as *IL-8, CXCL2, EPHA2, AREG*, *HBEGF*, and *PLAU,* which are relevant to tumor progression. Our results indirectly suggest that cycling hypoxia may promote an aggressive phenotype by inducing the expression of genes regulating the immune response, invasion, and proliferation.

## Materials and Methods

### Cell culture and experimental design

The cell lines were purchased from American Type Culture Collection (ATCC; Manassas, Virginia, USA) and the early passages of cell cultures were used for the experiments. The cells were grown in glass plates to eliminate oxygen permeation. PC-3 prostate cancer cells and SK-OV-3 ovarian adenocarcinoma cells were cultured in RPMI medium and McCoy’s medium, respectively, supplemented with 10% fetal bovine serum (Gibco BRL, Grand Island, NY, USA). Melanoma cells (WM793B) were grown in 2% Tu medium (4:1 mixture of MCDB 153 medium with 1.5 g/l of sodium bicarbonate and Leibovitz’s L-15 medium with 2 mmol/l of L-glutamine; Sigma-Aldrich, St Louis, MO), supplemented with 2% fetal bovine serum (Gibco BRL), bovine insulin (0.005 mg/ml) and 1.68 mmol/l CaCl_2_ (Sigma-Aldrich).

The cells were grown to the confluence of approx. 50–70% at 37°C in a standard humidified 5% CO_2_ incubator. Then, the control cells were left in the same conditions, while the cells subjected to chronic hypoxia experiment were transferred to the atmosphere of 5% CO_2_, 1% O_2_, 94% N_2_ for 72 hours. Cycling hypoxia was mimicked by 3 cycles of interchangeable states of hypoxia (1% O_2_) and reoxygenation (21% O_2_) following the order: 1% O_2_–4 h, 21% O_2_–4 h, 1% O_2_–12 h, 21% O_2_–4 h. Each experimental point was performed in triplicate. The experimental design is illustrated in Figure 1.

**Figure 1:**
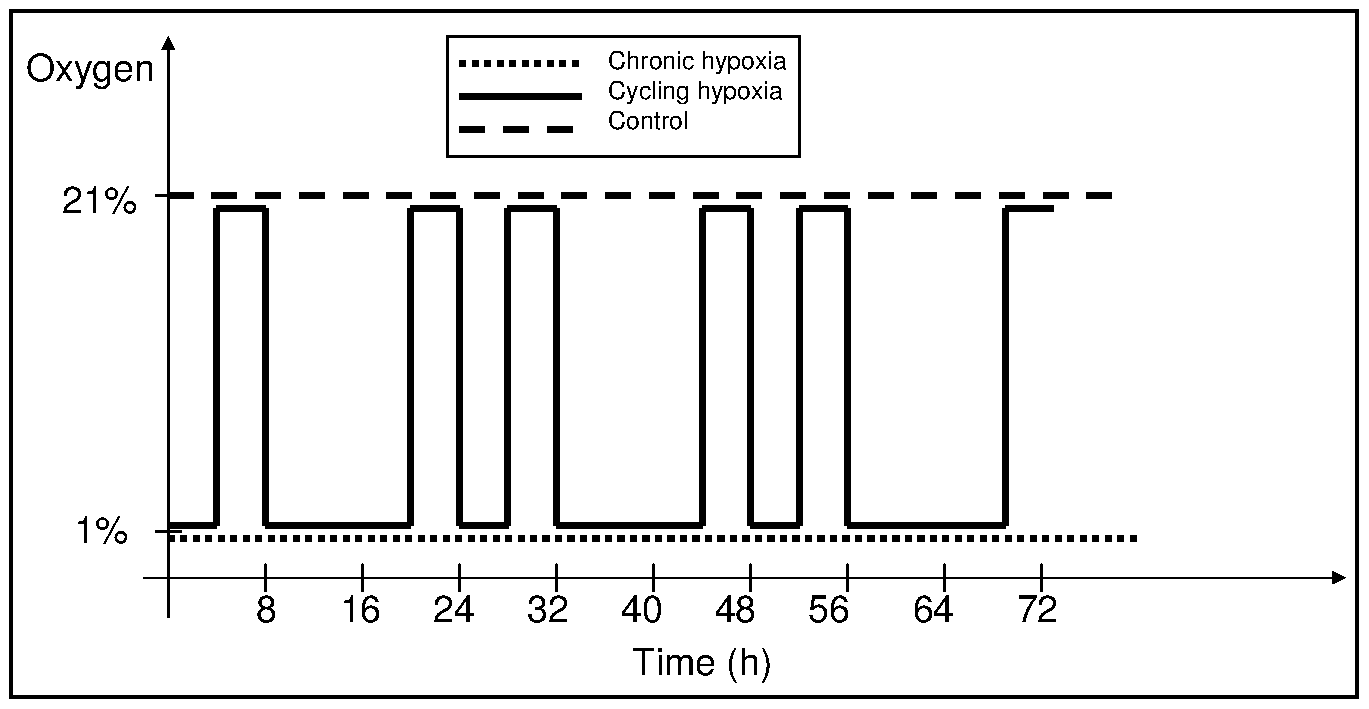
Experimental design. Cells were subjected to cycling (interchanging periods of 1% and ambient oxygen), chronic hypoxia (constant 1% oxygen) or control conditions (ambient oxygen) for 72 hours. The scheme predominantly shows the time scale of cycling hypoxia, which consisted of the following periods of hypoxia (1% oxygen) and reoxygenation (21% oxygen): 1%–4 hours, 21%–4 hours, followed by two cycles of 1%–12 hours, 21%–4 hours, 1%–4 hours, 21%–4 hours, followed by 4 hours of reoxygenation.

### Immunocytochemical evaluation of hypoxic condition in cell cultures

Hypoxic conditions in cell cultures were identified using the HypoxyprobeTM-1 kit (Chemicon, California, USA). Melanoma cells WM793B were grown in chamber glass slides. After two hours of incubation in 1% oxygen or in an ambient atmosphere.

pimonidazole (HypoxyprobeTM-1,) was added to the medium (final concentration 60 µg/ml). After 50 minutes of incubation the cells were fixed with 4% paraformaldehyde (pH, 7.4), stained with HypoxyprobeTM-1 antibody and DAPI. The degree of hypoxia in tumor-derived material was judged based on the 3,30-diaminobenzidine staining intensity and representative fields were photographed using a Nikon ECLIPSE E800 microscope with a Nikon FDX-35 camera (Nikon Instruments Inc., Melville, New York, USA).

### RNA isolation

Total RNA was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany) supplemented with DNaseI (Qiagen) digestion step, according to the manufacturer’s protocol. The quantity of isolated RNA was estimated spectrophotometrically by measuring absorbance at 260 nm and the quality was assessed using 2100 Bioanalyzer (Agilent Technologies, Palo Alto, California, USA).

### cRNA synthesis and hybridization to microarrays

All procedures were performed according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA) using reagents recommended by Affymetrix. Total RNA (5 µg) from each sample was used as a template for cDNA and subsequent cRNA syntheses. Fragmented cRNA was hybridized to human oligonucleotide GeneChip Human Genome U133 Plus 2.0 Array (Affymetrix). Arrays were scanned by GeneChip Scanner 3000 (Affymetrix).

### Microarray Data Analysis

Obtained CEL files were pre-processed using the GC-RMA (GeneChip Robust Multiarray Averaging) algorithm available in R environment as the Bioconductor gcrma package (ver. 2.34.0). Initial filtering was applied: genes showing minimal variation across the set of arrays were excluded from the analysis (only genes whose expression differed by at least 1.5 fold from the median, in at least 20% of the arrays, were retained). This preselection led to the filtering out of more than 35 000 probe sets, thus the number of probe sets used for analysis was reduced from 54 675 ones present on each array, to the final number of 19,793 probe sets (approx. 40%). Unsupervised analysis was carried out by multidimensional scaling and visualized on a 2-D plot.

The transcripts differentially expressed between the two classes of the samples were identified by t-test using the Random Variance Model (RVM) [21]. Transcripts were considered to have a statistically significant difference in expression if the corrected p-value was less than 0.05 after Benjamini-Hochberg false discovery rate (FDR) multiple test correction [22]. Differences were deemed biologically significant if the fold change was equal or above 2. For between lists comparisons we used Venn diagrams. In certain analyses, the RVM t-test was applied individually for each cell line. When more than two groups were compared, F-test results were provided. Also, the 2-way analysis of variance (MANOVA, FDR adjusted p<0.05) was used to estimate the effect of both the hypoxia factor and the type of the cell line.

To identify the biological functions of gene groups selected in the consecutive comparisons the gene set enrichment analysis (GSEA) with c2: curated gene set collections from Molecular Signatures Database (MSigDB) or selected gene sets (289), was performed [23]. In detail, we applied two independent tests: the KS permutation test and the Efron-Tibshirani Gene Set Analysis test (GSA). We considered a GSEA category significantly differentially regulated if significance level in either of the tests was less than 0.05 after Benjamini-Hochberg false discovery rate (FDR) multiple test correction. The union of lists was used instead of intersection, as these tests assess significantly different aspects of group expression changes (GSA test estimates the global change of all genes within the list, while the KS test assesses only the change in the subgroup of samples). Analyses were performed using R (ver. 3.0.2) statistical environment with the Bioconductor software (ver. 2.13) and BRB-ArrayTools (developed by Dr. Richard Simon and the BRB-ArrayTools Development Team; ver. 4.4.0). The CELL files are deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/; Accession ID: GSE53012).

### Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)

An aliquot of 1 µg or 0.5 µg of total RNA was taken for cDNA synthesis using Omniscript RT Kit (Qiagen) and random primers (4 µM, Sigma-Aldrich), oligo (dT) primer (1 µM, QBiogene Inc., Illkirch, Cedex-France) and RNase inhibitor (10 U, Fermentas, St. Leon-Rot, Germany). The reaction was performed in 20 µl total volume, according to manufacturer’s protocol, using termocycler UNO II (Biometra, Göttingen, Germany). The cDNA was diluted 10-fold and a 5-µl aliquot was taken for real-time polymerase chain reaction performed using Taqman 2x PCR Master Mix (Roche, Basel, Switzerland), Exiqon probe (100 nM, Roche) and appropriate primers (200 nM each). The reaction was carried out using ABI PRISM7700 Sequence Detection System (Applied Biosystems, Foster City, California, USA) and the following PCR conditions: 2 min at 50°C, 10 min at 95°C, 40 cycles of 15 sec at 95°C, 1 min at 60°C, and 1 min at 72°C. The expression was calculated using the modified Pfaffl model [24], (Q = E^ΔCt^, where E is reaction efficiency and ΔCt = Ct_calibrator_–Ct_sample_). The calibrator sample was a mixture of total RNA isolated from each sample. The gene expression was normalized to the expression of two genes selected by GeNorm program (ver. 3.5). These genes were as follows: for PC-3 cells: *HADHA* and *EIF5*; SK-OV-3: *HADHA* and *CTBP1*, WM793B: *CTBP1* and *EIF5*. The statistical significance of the results was estimated using Mann-Whitney U test (Statistica ver. 10). The sequence of the primers and the probe numbers are shown in Table S1.

## Results

### The hypoxia response is cell line specific

There are two major types of oxygen kinetics detected in tumor mass, depending on time scales of oxygen fluctuations, the rapid oxygen kinetic (fluctuations within seconds and minutes) and the slower oxygen kinetic (fluctuations within hours and days). While the first one is relatively well-known, the latter is not precisely characterized [25]. Here, we present a gene expression analysis in three cancer cell lines exposed to either chronic or cycling experimental hypoxia, or grown in control conditions. The cell lines used in this study represent three types of cancer, known to be affected by hypoxia (melanoma, ovarian, and prostate cancer). The cycling conditions were chosen to mimic oxygen fluctuations in a slower time scale. *In vivo,* they occur during the remodeling of the vascular network when the hypoxic and reoxygenation periods last for hours or days [25]–[27] (for details, see Materials and Methods and the experimental setup in Figure 1). To make sure that cells are exposed to hypoxia in this relatively short period of time, we evaluated the cell oxygenation state using a hypoxia marker, pimonidazole (Figure S1).

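Gene expression was measured on 27 Human Genome U133 Plus 2.0 arrays. PC-3 (prostate cancer), SK-OV-3 (ovarian cancer) and WM793B (melanoma) cells each gave 3 control arrays, 3 arrays of chronic hypoxia and 3 arrays of cycling hypoxia. All cultures lasted 72 h. Control cells were kept at 21% oxygen and chronic hypoxia cells at 1% oxygen. Cycling hypoxia cells went through periods of 4 h or 12 h at 1% oxygen, and a period of 4 h at 21% oxygen followed each of them. The authors processed the arrays with GC-RMA, which corrects the background by probe sequence, normalizes between the arrays and gives a log2 value per probe set. The deposited log2 values ran up to 15.52, and the number of arrays limits their precision. Within a group of replicate arrays, the lowest correlation across probe sets was 0.984. A filter for a change of at least 1.5-fold from the median of the probe set in at least 20% of the arrays kept 19800 probe sets, of which 17314 carried 1 gene symbol, for 10021 genes. In each cell line, limma's moderated F-test over the 3 conditions was adjusted for all filtered probe sets. A probe set counted as changed when its adjusted p was under 0.05 and its mean differed at least 2-fold between the groups compared. Standard errors and adjusted p values of single genes come from limma's moderated test of the comparison in question, with 3 arrays per group. A single gene is read by the probe set that the paper's tables give for it, by the one with the highest mean signal where it stands in a list, or by the one with the largest change. Beside the single genes, 31 lists with 605 entries were written, most of them for cellular processes, and a gene can stand in several lists. Leukocyte and erythroid markers (0 of 13 measured) and qRT-PCR reference genes (2 of 3 measured) were not tested. In the lists tested, each gene was read by its brightest probe set and counted as rising or falling at an adjusted p under 0.05. Camera, which compares a list with all other genes, was run with a preset correlation of 0.01 between genes. It called 143 of 261 list comparisons, and 16 of them, all in SK-OV-3 cells, with a correlation estimated from the arrays.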

The experiment was performed in triplicate (27 microarrays in total). First, we performed an unsupervised analysis with a multidimensional scaling method to delineate the main sources of variability in the whole group of samples. The analysis revealed that the specific molecular profile characteristic to each cell line was the strongest factor differentiating the samples (the first and the second component), while the second factor (the third component) was the culture conditions, hypoxic *vs.* control culture conditions (Figure 2). This observation was subsequently confirmed by class comparison analysis, which revealed that as many as approximately 19,000 probe sets (out of 19,793 being analyzed) were differentially expressed between melanoma, ovarian, and prostate cancer cells, although with such a large scale of differences, a reliable estimation is difficult. 

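On a multidimensional scaling of the correlations between arrays, the first and second components held 59.5% and 35.8% of the variance. The cell line accounted for 99.9% of the variance of the scores on the first component and for 99.8% on the second. The third component held 3.83%, of which the culture condition accounted for 95.7%. On this component PC-3 control arrays scored 0.0507 ± 0.000641 (SD, n = 3), arrays of cycling hypoxia -0.000623 ± 0.000999 and arrays of chronic hypoxia -0.0462 ± 0.00122. The control arrays differed from the hypoxic arrays with an exact permutation p of 0.0119 in PC-3 and in SK-OV-3 cells, the smallest that 84 splits allow, and of 0.0238 in WM793B cells (two-sided). In each cell line, cycling hypoxia lay between the other groups, at 52.9% of the way from control to chronic hypoxia in PC-3, 54.8% in SK-OV-3 and 45.3% in WM793B cells. Over all filtered probe sets, the cell line took 87.3% of the variance, the culture condition 4.99%, the combination of both 4.93% and the replicates 2.75%.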

Chronic hypoxia influenced the mRNA expression of 8,635 probe sets, while cycling hypoxia affected the mRNA expression level of 6,132 probe sets (Table S2).

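An additive limma model of cell line and culture condition over 18 arrays called 9166 of 19800 probe sets for chronic hypoxia, 4088 of them higher and 5078 lower than in control cells. For cycling hypoxia it called 6608 probe sets, 3440 higher and 3168 lower. At least 2-fold changes numbered 1604 for chronic (844 higher and 760 lower) and 361 for cycling hypoxia (284 higher and 77 lower). In the direct comparison 5290 probe sets differed, 3354 higher and 1936 lower under cycling than under chronic hypoxia. Among those that differed at least 2-fold, 266 in all, the balance was the reverse, with 92 higher and 174 lower. The cell line changed 19161 probe sets in the chronic and 19400 in the cycling hypoxia model. With a term for different responses of the cell lines, the count for cycling hypoxia was 10076 and that of the direct comparison 8095. The response itself differed between the cell lines for 13379 probe sets under chronic and 9546 under cycling hypoxia (limma, adjusted p under 0.05). Among them was NEDD9, an adhesion scaffold protein (adjusted p = 7.79e-10 for the difference under chronic hypoxia).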

**Figure 2:**
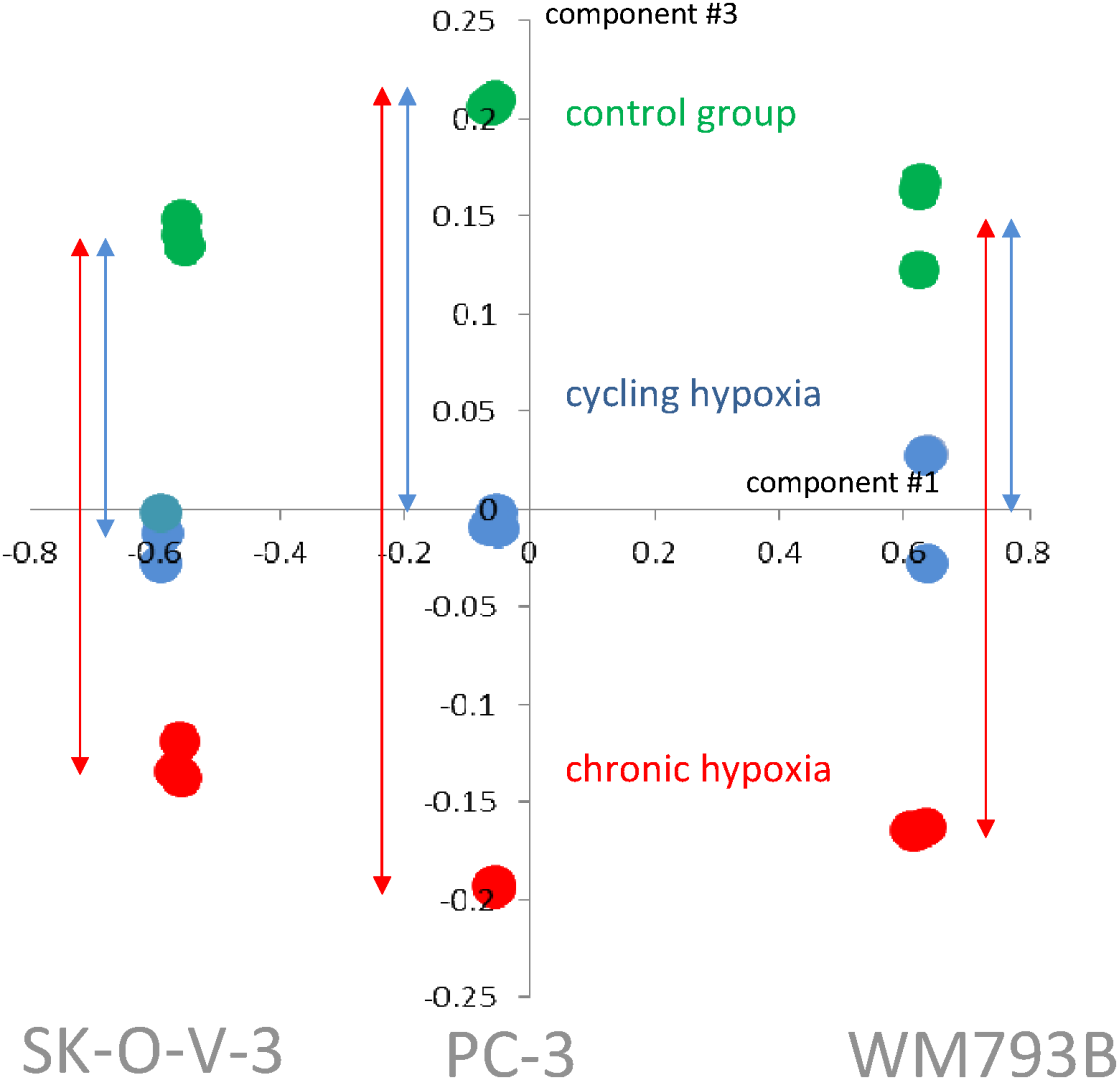
Unsupervised analysis of all samples by multidimensional scaling. The scheme shows that the difference between molecular profiles of the analyzed cell lines is the main source of variance. The hypoxic stimulus is the second factor differentiating samples. The dots represent replicas of samples: control (green), chronic hypoxia-treated (red) and cycling hypoxia-treated (blue). The axes are titled: component #1 (the X-axis) and component #3 (the Y-axis).

Next, we analyzed how the chronic and cycling hypoxia affected gene expression in each cell line. Six comparisons were conducted for each type of hypoxia and in each cell type separately. 

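Genes of DNA replication fell in both PC-3 and WM793B cells under chronic hypoxia. In PC-3 cells 28 of 29 measured replication genes fell and none rose (28 when adjusted over the list alone, camera adjusted p = 4e-08, adjusted p = 0.0582 with an estimated correlation). In WM793B cells 26 of them fell (28 when adjusted over the list alone, camera adjusted p = 1.37e-09, adjusted p = 0.401 with an estimated correlation). MCM10, a DNA replication factor, had a log2 fold change of -3.08, standard error 0.15, adjusted p = 3.49e-06 in PC-3 cells. In WM793B cells this was -4.08, standard error 0.38, adjusted p = 0.000321. Cyclin E2, CCNE2, went from 7.81 ± 0.19 to 3.17 ± 0.61 in WM793B cells (log2, SD, n = 3). The largest rise in PC-3 cells was that of ANGPTL4, a secreted regulator of lipid metabolism and blood vessels, from 3.35 ± 0.60 to 9.90 ± 0.03 (log2, SD, n = 3). The surface protein genes CDCP1 and SCNN1G had log2 fold changes of 6.27 and 5.88. Of 15 genes of cholesterol synthesis, 13 rose in PC-3 cells (14 when adjusted over the list alone, camera adjusted p = 2.53e-07, adjusted p = 0.0959 with an estimated correlation). Targets of the stress factor ATF4 rose there as well, 13 of 17, with 1 falling (camera adjusted p = 4.35e-05, adjusted p = 0.272 with an estimated correlation). Interferon-stimulated genes fell in PC-3 cells, 23 of 26, while 2 rose (camera adjusted p = 0.0011, adjusted p = 0.486 with an estimated correlation). The matrix protein gene SPARC had a log2 fold change of -3.81, standard error 0.26, adjusted p = 1.71e-05 in PC-3 cells. In WM793B cells the glycolytic enzyme genes ENO2 and ALDOC rose by 4.75 and 4.45 (log2). In total, 4411 probe sets of 2787 genes changed in PC-3 cells, 1891 higher and 2520 lower, and 2395 probe sets of 1568 genes in WM793B cells, 1061 higher and 1334 lower. The excess of lower probe sets depended on the setting. With the arrays quantile-normalized again, 2117 were higher and 2159 lower in PC-3 cells, and 1192 and 1269 in WM793B cells. With arrays centred on the median these were 1796 and 2686, and 1070 and 1376. The share of probe sets at or below the noise level of 5 differed in PC-3 cells, with 40.2% under chronic hypoxia, 41.5% in control cells and 41.9% under cycling hypoxia (exact permutation p = 0.00357 over 1680 divisions, adjusted p = 0.0321 over 9 tests).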

Prostate cancer (PC-3 cell line) appeared to be the most hypoxia-responsive (4,616 probe sets), while melanoma cells (WM793B line) showed the weakest response to hypoxic conditions (2,088 probe sets). 

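In SK-OV-3 cells, chronic hypoxia raised CCN5, a secreted matricellular protein, PTGS1, a cyclooxygenase, and EDN1, the vasoconstrictor endothelin 1. EDN1 had a log2 fold change of 4.86, standard error 0.12, adjusted p = 1.32e-06, and PTGS1 one of 6.79, standard error 0.19, adjusted p = 1.59e-06. The chemokine receptor gene CXCR4 was at the noise level in control cells, and its rise was at least 256-fold. Collagens and matrix proteins rose, 15 of 19 (camera adjusted p = 6.18e-08, also called with an estimated correlation). Targets of the antioxidant factor NRF2 fell, 16 of 19 with none rising (camera adjusted p = 1.69e-08, also called with an estimated correlation). Among them, NQO1 had a log2 fold change of -2.31, standard error 0.08, adjusted p = 2.34e-06, and AKR1C1 one of -3.01. The aldehyde dehydrogenase gene ALDH3A1 fell from 8.39 ± 0.49 to 4.13 ± 0.00 (log2, SD, n = 3). Targets of ATF4 fell, 13 of 17, with 1 rising (camera adjusted p = 0.000152, adjusted p = 0.4 with an estimated correlation). Interferon-stimulated genes rose, 22 of 26, with 2 falling (camera adjusted p = 1.08e-07, adjusted p = 0.255 with an estimated correlation). Endoplasmic reticulum chaperones fell, 10 of 16, with 1 rising (camera adjusted p = 0.000378, also called with an estimated correlation). In total, 3043 probe sets of 1906 genes changed, 1864 higher and 1179 lower.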

In SK-OV-3 cells, approximately 3,800 probe sets were affected by hypoxia. On the other hand, quantitatively, both ovarian and prostate cells were similarly affected by cycling hypoxia. 

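Cycling hypoxia raised the cyclooxygenase gene PTGS2 in PC-3 cells from 4.64 ± 0.51 to 8.90 ± 0.13 (log2, SD, n = 3). IGFBP3, a binding protein of insulin-like growth factors, had a log2 fold change of 4.16, standard error 0.10, adjusted p = 2.04e-06, and SLAMF9, a receptor of the immune system, one of 5.71, standard error 0.25, adjusted p = 1.01e-05. The cytokine gene IL7 fell, with a log2 fold change of -3.31, standard error 0.11, adjusted p = 4.4e-06. Of 29 replication genes, 25 fell in PC-3 cells under cycling hypoxia (camera adjusted p = 6.67e-10, adjusted p = 0.0543 with an estimated correlation). In SK-OV-3 cells the largest rise was that of CCN5, with a log2 fold change of 6.78, standard error 0.20, adjusted p = 7.26e-06. Lipocalin 2, LCN2, fell from 12.37 ± 0.09 to 8.65 ± 0.22 (log2, SD, n = 3). NRF2 targets fell in SK-OV-3 cells also under cycling hypoxia, 16 of 19 (camera adjusted p = 2.82e-11, also called with an estimated correlation). The changed probe sets numbered 1795 in SK-OV-3 cells, 1165 higher and 630 lower, and 1686 in PC-3 cells, 970 higher and 716 lower. They stood for 1165 genes in SK-OV-3 and 1103 genes in PC-3 cells.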

The expression of 1,749 and 1,706 probe sets, respectively, was affected. Again, melanoma showed a relatively low response to this treatment (648 probe sets). 

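In WM793B cells, cycling hypoxia raised ENO2 and ALDOC, with log2 fold changes of 3.98, standard error 0.18, adjusted p = 0.000158 and 3.61, standard error 0.19, adjusted p = 0.000272. Of 16 glycolysis genes, 12 rose and none fell (14 rose when adjusted over the list alone, camera adjusted p = 1.74e-10, adjusted p = 0.0937 with an estimated correlation). Metallothioneins, which bind metal ions, fell, 5 of 7 (camera adjusted p = 0.00289, adjusted p = 0.383 with an estimated correlation). Endoplasmic reticulum chaperones rose, 7 of 16 and 12 when adjusted over the list alone (camera adjusted p = 7.95e-06, adjusted p = 0.233 with an estimated correlation). In all, 735 probe sets of 521 genes changed in these cells.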

The vast majority of selected genes were cell-line specific and only a small percentage of probe sets was overlapping between three or two cell lines. 

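Chronic hypoxia changed 7570 probe sets in at least 1 cell line, 73.7% of them in 1 line, 22.4% in 2 lines and 3.84% in all 3. PC-3 cells alone held 2643 of these probe sets, SK-OV-3 cells alone 1901 and WM793B cells alone 1038. PC-3 and WM793B cells shared 846 without SK-OV-3, PC-3 and SK-OV-3 shared 631 without WM793B, and SK-OV-3 and WM793B shared 220 without PC-3. All 3 cell lines shared 291, where independent draws would share 82.0. For cycling hypoxia 3686 probe sets changed, 86.7% in 1 line, 12.3% in 2 lines and 1.03% in all 3, which shared 38 (5.67 for independent draws). The fold changes of PC-3 and WM793B cells correlated across probe sets at 0.482 under chronic hypoxia, those of PC-3 and SK-OV-3 cells at 0.238 and those of SK-OV-3 and WM793B cells at 0.175, where probe sets are not independent replicates. Of the probe sets that rose in PC-3 cells, 505 also rose in WM793B cells (101 for independent draws). Of the probe sets changed in both lines, 35 moved in opposite directions (262 for independent draws). The interferon-stimulated gene OAS2 moved in opposite directions in PC-3 and SK-OV-3 cells, with log2 fold changes of -2.88, standard error 0.23, adjusted p = 3.78e-05 and 3.31, standard error 0.09, adjusted p = 1.37e-06. ATF3, a stress-induced transcription factor, did so the other way round, with 2.89 in PC-3 and -2.88 in SK-OV-3 cells.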

The numbers of genes (fold change (FC) ≥2, FDR adjusted p<0.05) regulated by either cycling or chronic hypoxia in each cell line are presented in the Venn diagram (Figure 3).

**Figure 3:**
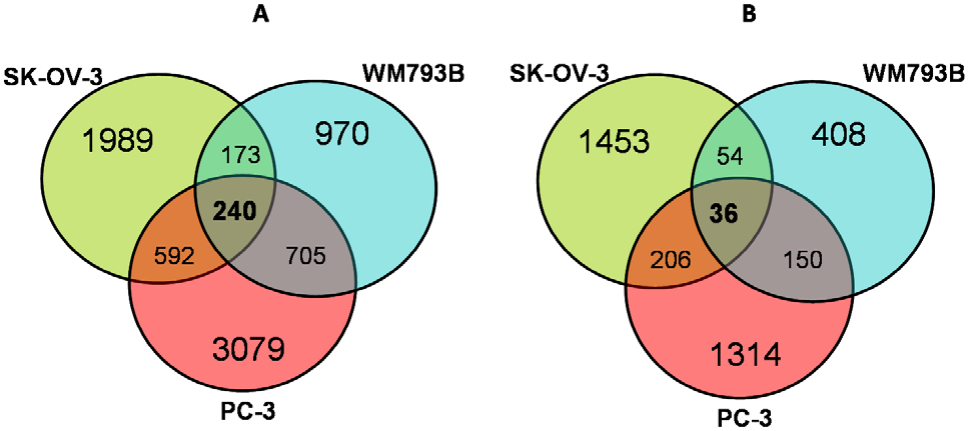
Venn diagram showing numbers of hypoxia-responsive probe-sets. The diagram shows the number of probe-sets (FDR adjusted p<0.05), for which the expression changed (FC ≥2) under either chronic (A) or cycling (B) hypoxia in comparison to control samples in each cell line, (SK-OV-3, PC-3, and WM793B) as well as the probe sets common to all or two cell lines.

### Gene expression profile induced by experimental cycling hypoxia

According to the scatter plot (Figure 2), cycling hypoxia induced similar, but weaker changes in gene expression profiles when compared to those induced by chronic hypoxia. 

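Across the filtered probe sets, the log2 fold changes of cycling hypoxia correlated with those of chronic hypoxia at r = 0.872 in PC-3, 0.714 in SK-OV-3 and 0.792 in WM793B cells (Spearman's rho 0.851, 0.617 and 0.754). Both fold changes use the same control arrays, and simulated data with no response gave r = 0.501, 0.501 and 0.499. The covariance of the fold changes was 0.462, 0.368 and 0.257, against 0.0120, 0.0184 and 0.0195 in the simulated data. With the 3 control arrays divided 1 and 2 between the comparisons, in 6 ways, the mean r was 0.826 (lowest 0.814), 0.650 (0.624) and 0.688 (0.596). The slope of the cycling on the chronic fold changes was 0.572 in PC-3, 0.535 in SK-OV-3 and 0.512 in WM793B cells. Of the probe sets changed over the 3 conditions, 89.4% moved the same way under both kinds of hypoxia in PC-3, 75.2% in SK-OV-3 and 87.4% in WM793B cells. The simulated data gave 66.6%, 66.7% and 66.6% over all probe sets, and the divided controls a mean of 88.9%, 75.1% and 86.6%. The change was smaller under cycling hypoxia for 82.3%, 68.1% and 84.3% of the probe sets changed. The sodium channel subunit gene SCNN1G in PC-3 cells was lower under cycling than under chronic hypoxia, with a log2 fold change of -2.24, standard error 0.21, adjusted p = 0.000329. For the chemokine receptor gene ACKR3 in SK-OV-3 cells this was -3.51, standard error 0.16, adjusted p = 3.49e-05.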

We arbitrarily defined the “cycling hypoxia-responsive genes” as those whose expression was not affected or affected to a much lesser extent, or reversely modulated by chronic hypoxia. The comparison analysis of the merged chronic hypoxia samples *vs.* the merged cycling hypoxia samples did not allow the identification of genes, which met the above criteria. However, 36 probe sets responded to cycling hypoxia in all three cell lines (fold change >2 and FDR adjusted p<0.05); presented in Table S3). Nonetheless, all of them were also significantly affected by chronic hypoxia and could not be regarded as specifically regulated by cycling hypoxia.

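In the additive model of cell line and condition, 7 probe sets were changed at least 2-fold by cycling hypoxia and at least 1.5-fold further than by chronic hypoxia. They were chosen after their values were seen. HBEGF, a ligand of the EGF receptor, had log2 fold changes of 1.39 against control and 1.01 against chronic hypoxia on 1 probe set (adjusted p = 0.000643 and 0.0113), and 1.32 and 0.91 on another. SCEL, a protein of the epithelial cell envelope, had 2.29 and 0.80 (adjusted p = 0.00504 and 0.0324). CHAC1, which degrades glutathione, had 1.01 and 1.18 (adjusted p = 0.000439 and 0.0180). AGO3, of the machinery of small RNAs, had 1.07 and 0.83 (adjusted p = 2.23e-05 and 0.00955). The other two probe sets have no gene symbol in the annotation used. Responses differed between the cell lines, so a mean over them can rest on a single line.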

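Of the 38 probe sets that cycling hypoxia changed in all 3 cell lines, 27 were higher in all, 3 lower in all and 8 mixed. They stood for 24 genes. Of them, 30 were also changed by chronic hypoxia in all 3 cell lines. By the test of chronic hypoxia against control alone, with no threshold on the fold change, 31 passed in all 3 cell lines and 7 in 2 lines. In 21 the change under cycling hypoxia was the smaller in every cell line. BNIP3, a mitochondrial protein of mitophagy, had log2 fold changes under cycling hypoxia of 1.49 in PC-3, 1.19 in SK-OV-3 and 2.67 in WM793B cells. TMEM45A, a transmembrane protein, had 1.45, 2.12 and 2.15. The list holds 36 of the 36 probe sets of the paper's Table S3.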

Thus, we decided to analyze the gene expression profile induced by cycling hypoxia in each cell line separately. We aimed at selecting genes (FDR adjusted p<0.05), which met the following arbitrarily set criteria, their expression was affected by cycling hypoxia conditions at least twice (cycling samples *vs.* controls FC ≥2) and not affected or reversely modulated, or significantly less modulated by chronic hypoxia (cycling *vs.* chronic samples, FC ≥1.5).

We found 419, 61, and 33 probe sets, which met the above criteria for SK-OV-3, PC-3, and WM793B cell lines, respectively. 

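In SK-OV-3 cells 409 probe sets met the criteria of cycling hypoxia-responsive genes, in PC-3 cells 82 and in WM793B cells 53. They were 243 higher and 166 lower in SK-OV-3 cells, and stood for 288 genes. Of the 243 higher probe sets, 106 also rose under chronic hypoxia, 12 fell and 125 did not pass its test. The criteria were applied with a 1.5-fold difference between cycling and chronic hypoxia and no test of it, which 201 of the 243 and 148 of the 166 passed. CXCL8, the chemokine interleukin 8, had a log2 fold change of 3.19, standard error 0.29, adjusted p = 0.000299. FAM83D, a protein of the mitotic spindle, had 2.66, standard error 0.28, adjusted p = 0.000517 against control. Among the lower genes, INSIG1, a brake on cholesterol synthesis, had log2 fold changes of -1.97, standard error 0.21, adjusted p = 0.000572 against control and -2.89, standard error 0.21, adjusted p = 0.000181 against chronic hypoxia. The paper's Table S4 lists 421 probe sets, of which 361 are among the 409 and 35 did not pass the variation filter.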

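In PC-3 cells 49 of the 82 cycling hypoxia-responsive probe sets were higher under cycling hypoxia and 33 lower, for 55 genes. The balance depended on the setting, with 32 and 33 when dim probe sets were left out and 42 and 19 without the variation filter. In WM793B cells 15 of 53 were higher and 38 lower, for 37 genes. PC-3 cells raised DHRS9, a retinol dehydrogenase, by a log2 fold change of 4.13, standard error 0.15, adjusted p = 5.37e-06, and PDK3, a kinase that inhibits pyruvate dehydrogenase, by 2.72, standard error 0.07, adjusted p = 2.04e-06. CEACAM6, a cell adhesion molecule of epithelia, rose by 1.82, standard error 0.26, adjusted p = 0.00133 (log2). The 33 lower probe sets of PC-3 cells included 3 for ribosomal RNA and probe sets of 4 ribosomal protein genes, RPLP2, RPL38, RPL27A and RPS10. Ribosomal protein genes in general did not fall. On the brightest probe sets of 60 such genes, the median log2 difference from chronic hypoxia was -0.038, with 2 lower by at least 1.5-fold. The 18S ribosomal RNA signal of PC-3 cells was 8.13 ± 1.39 under cycling hypoxia, 10.59 ± 0.51 under chronic hypoxia and 10.25 ± 0.12 in control cells (log2, SD, n = 3), a signal read from these same 3 probe sets. With it as a covariate, which was chosen after the result was seen, 3 of the other 30 lower probe sets met the criteria. In WM793B cells PDE4B, a phosphodiesterase, fell, with a log2 fold change of -2.17, standard error 0.20, adjusted p = 0.00151 against control. NFKBIZ, a regulator of NF-kB, fell by 1.44 on the log2 scale under cycling hypoxia. The test of the difference between cycling and chronic hypoxia was passed by 39 of the 49 higher and 28 of the 33 lower probe sets in PC-3 cells, and by 7 of 15 and 26 of 38 in WM793B cells. When every comparison had to pass its own test, 31 probe sets were left in WM793B cells. The criteria were met by 55 of the 62 probe sets of the paper's Table S5 and 32 of the 33 of its Table S6. The variation filter had removed 3 of the 62 and 1 of the 33.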

In ovarian cancer cells, the majority of selected genes were induced, while, in PC-3 and melanoma cells, most cycling hypoxia-regulated genes were suppressed. 

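No probe set was cycling hypoxia-responsive in all 3 cell lines. PC-3 and SK-OV-3 cells shared 3 probe sets (1.69 for independent draws), of which 2 belong to PLAU, the urokinase plasminogen activator. PLAU had a log2 fold change of 1.28, standard error 0.07, adjusted p = 2.17e-05 in PC-3 and 2.07, standard error 0.15, adjusted p = 0.000128 in SK-OV-3 cells under cycling hypoxia. Against chronic hypoxia it was higher by 0.81 and 1.00 (log2). SK-OV-3 and WM793B cells shared 5 probe sets (1.09 for independent draws), 3 of which moved in opposite directions. IRAK2, a kinase of interleukin 1 signaling, was one of these, with 2.40 in SK-OV-3 and -1.26 in WM793B cells. AGO3 was shared by PC-3 and WM793B cells. HBEGF in PC-3 cells rose under cycling hypoxia by a log2 fold change of 1.68, standard error 0.13, adjusted p = 7.88e-05.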

The gene lists differed between the cell lines, but some transcripts were overlapping, including those of *AREG*, *CXCL2,* and *PLAU*, while *HBEGF* was marginal regarding these criteria. Interestingly, *CXCL2* regulation by hypoxia depended on the cell line. 

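CXCL2, a chemokine that attracts neutrophils, was at 10.03 ± 0.45 in control SK-OV-3 cells, 8.04 ± 0.10 under chronic and 11.11 ± 0.31 under cycling hypoxia (log2, SD, n = 3). Its log2 fold change under cycling hypoxia was 1.08, standard error 0.24, adjusted p = 0.0139, and it fell under chronic hypoxia (-1.99, standard error 0.24, adjusted p = 0.000614). In WM793B cells it was at 10.40 ± 0.11 in control and 8.22 ± 0.86 under cycling hypoxia, a log2 fold change of -2.18, standard error 0.39, adjusted p = 0.0117. Its response to cycling hypoxia differed between the 3 cell lines (limma, adjusted p = 8.41e-08). On the other filtered probe sets of CXCL2, the log2 fold change under cycling hypoxia was 1.18 in SK-OV-3 and -0.68 in WM793B cells and under chronic hypoxia -0.95 in SK-OV-3 cells, and none of these passed the test.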

*CXCL2* was induced by cycling hypoxia in ovarian cancer cells and repressed in melanoma. The top 20 cycling hypoxia-responsive genes are presented for each cell line in Table 1. The whole “cycling hypoxia-responsive gene” lists for each cell line are presented in Tables S4–S6.

**Table 1:** Cycling hypoxia-responsive genes in different cell lines (FDR adjusted p<0.05; the highest fold change between cycling vs. chronic and/or chronic vs. cycling hypoxia).

SK-OV-3				PC-3				WM793B			
Genesymbol	GeneID	Cyclingvs.control(foldchange)	Chronicvs.control(foldchange)	Genesymbol	GeneID	Cyclingvs.control(foldchange)	Chronicvs.control(foldchange)	Genesymbol	GeneID	Cyclingvs. control(foldchange)	Chronicvs. control(foldchange)
*E2F7*	228033_at	+10.2	+5.7	*DHRS9*	224009_x_at	+17.5	+7.4	*TRIM73*	1554250_s_at	+3.3	+2.0
***IL8***	211506_s_at	+9.13	+1.8	*CEACAM5*	201884_at	+9.7	+6.8	*C17orf91*	214696_at	+2.4	–1.1
*THBS1*	201109_s_at	+8.9	+1,8	*PDK3*	206348_s_at	+6.6	+4.2	*RASGRP1*	205590_at	–2.0	+1.8
*KITLG*	226534_at	+9.6	+4.0	*SERPINB2*	204614_at	+5.9	+2.0	*FAM13A*	217047_s_at	–2.0	1.0
*FAM83D*	225687_at	+6.3	+3.0	*IL1RN*	212657_s_at	+5.3	+3.0	*ARHGAP24*	223422_s_at	–2.0	1.0
*STK17A*	202695_s_at	+5.7	+2.2	*SHANK2*	243681_at	+4.4	+0.9	*BIRC3*	210538_s_at	–2.1	+1.1
***HBEGF***	38037_at	+5.7	1.0	*ST6GAL2*	228821_at	+4.05	+2.6	*TNFAIP3*	202643_s_at	–2.1	+1.4
*IRAK2*	231779_at	+5.3	+2.2	*CEACAM6*	211657_at	+3.5	+1.9	*MTSS1*	203037_s_at	–2.1	–1.3
*PHLDB2*	238419_at	+5.2	+2.4	HBEGF*	38037_at	+3.2	+2.3	*UBASH3B*	238587_at	–2.1	–1.3
*MKI67*	212020_s_at	+5.05	+2.9	*EDN1*	222802_at	+3.0	+2.0	*TNFAIP3*	202644_s_at	–2.1	1.0
***EPHA2***	203499_at	+4.4	+1.8	*AREGB*	1557285_at	+3.0	+1.4	*ABTB2*	213497_at	–2.2	–1.2
***PLAU***	211668_s_at	+4.2	+2.1	*CBLB*	227900_at	+3.0	+1.4	*IRAK2*	231779_at	–2.4	–1.3
*DUSP6*	208893_s_at	+3.3	–1.4	*AREGB*	1557285_at	+2.9	+1.4	*LINGO2*	232720_at	–2.4	–1.5
***AREG***	205239_at	+2.7	–6.5	*ARL14*	220468_at	+2.9	+1.2	*NFKBIZ*	223218_s_at	–2.7	–1.4
*IL1A*	210118_s_at	+2.7	–1.6	***PLAU***	211668_s_at	+2.4	+1.4	*CXCL3*	207850_at	–2.9	–1.2
*IL6*	205207_at	+2.5	–1.7	***AREG***	205239_at	+2.4	+1.1	*ZMYND8*	209049_s_at	–3.3	–2.1
***CXCL2***	209774_x_at	+2.3	–3.9	*ZNF846*	1569157_s_at	+2.3	1.0	*MIRHG2*	229437_at	–4.4	–2.8
*EREG*	205767_at	+2.15	-12.7	*HSPA6*	213418_at	–3.6	–1.5	*PDE4B*	203708_at	–4.5	–1.9
*IGFBP1*	1558605_at	–3.4	+1.7	*PSMB4*	228204_at	–4.7	+1.8	***CXCL2***	209774_x_at	–4.5	–1.3
*INSIG1*	201626_at	–3.9	+1.9	*RPLP2*	200908_s_at	–6.0	+1.1	*ACSL6*	213683_at	–6.8	–4.4

The genes in **bold** have been chosen for qRT-PCR validation. The gene marked with * was marginal regarding the criteria described in the text.

To find out what biological processes are regulated preferentially by cycling hypoxia, a Gene Set Enrichment Analysis (GSEA) was performed. The analysis was done for each cell type separately and the results are presented in Table S7. First, comparisons were conducted for each type of hypoxia and in each cell type (6 comparisons in total). Among the total number of about 2,900 gene sets selected (FDR corrected p<0.05 in either KS test or GSA test), the majority of genes was affected by both types of hypoxia. Since we were interested in gene sets predominantly affected by cycling hypoxia, signatures which were significantly affected in samples subjected to cycling hypoxia, but not affected in samples subjected to chronic hypoxia were identified (FDR adjusted p<0.05 in GSA and KS tests in comparison “cycling *vs.* control” and FDR adjusted p>0.05 in comparison “chronic *vs.* control”). There were 43, 85, and 40 gene sets that were preferentially affected by cycling hypoxia in prostate, ovarian, and melanoma cells respectively (marked with colors in Table S7). The vast majority of the gene sets was specific to a particular cell line. However, five signatures were common to two cell lines (Zucchi_Metastasis_dn, Brueckner_Targets_of_MIRLET7A3_dn, Reactome_Activation_of_Chaperone_Genes_by_XBP1S, Reactome_Metabolism_of_Nucleotides, Zhong_Response_to_Azacitidine_and_TSA_up). Most of the genes constituting the aforementioned signatures were different between the cell lines, except for chemokines (e.g., *CXCL2, CXCL1, CXCL3,* and *CXCL20*). Their expression was induced in both ovarian and prostate cancer cells, while repressed in melanoma cells. 

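Of 17 measured cytokine and chemokine genes, 14 rose and none fell in PC-3 cells under cycling hypoxia (camera adjusted p = 1.43e-05, adjusted p = 0.102 with an estimated correlation). In SK-OV-3 cells 9 rose and none fell (10 rose when adjusted over the list alone, camera adjusted p = 0.000694, adjusted p = 0.177 with an estimated correlation). In WM793B cells 1 rose and 6 fell (camera adjusted p = 0.0127, adjusted p = 0.371 with an estimated correlation). CXCL1 had log2 fold changes under cycling hypoxia of 1.78, standard error 0.05, adjusted p = 3.47e-06 in PC-3, 1.16, standard error 0.16, adjusted p = 0.00179 in SK-OV-3 and -1.04, standard error 0.17, adjusted p = 0.00897 in WM793B cells. CXCL3 rose in PC-3 cells (2.44), fell in WM793B cells (-1.54) and did not pass the test in SK-OV-3 cells (0.35, adjusted p = 0.195). CCL20, a chemokine of lymphocytes, had 1.53 in PC-3 and 3.97 in SK-OV-3 cells. Under chronic hypoxia, CXCL1 rose in PC-3 cells too (1.64, adjusted p = 8.73e-07) and fell in WM793B cells (-0.67, adjusted p = 0.0185). In SK-OV-3 cells it did not pass the test there (-0.37, adjusted p = 0.102).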

Some signaling pathways were predominantly affected within a particular cell line, e.g., pathways related to TP53 or NFκB in prostate cells, the epidermal growth factor (EGF), the activator protein 1 (AP1), and immune response related pathways in ovarian cancer, while fatty acids metabolism and response to exogenous chemicals associated pathway were affected in melanoma cells (marked with colors in Table S7). 

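Of 22 measured NF-kB targets, 18 rose and 1 fell in PC-3 cells under cycling hypoxia (camera adjusted p = 6.38e-07, adjusted p = 0.0543 with an estimated correlation). TNFAIP3, a feedback inhibitor of NF-kB, had a log2 fold change of 2.29, standard error 0.11, adjusted p = 1.12e-05 there. Of 14 p53 targets, 7 rose and 3 fell in PC-3 cells, which camera did not call (adjusted p = 0.074). Among them CDKN1A, an inhibitor of cyclin-dependent kinases, had 1.76, standard error 0.05, adjusted p = 3.47e-06. In SK-OV-3 cells 13 of 19 feedback genes of ERK signaling and EGF response genes rose and none fell (camera adjusted p = 4.75e-06, also called with an estimated correlation). SPRY4, an inhibitor of receptor tyrosine kinase signaling, had 1.77, standard error 0.23, adjusted p = 0.00135. Of 11 EGF receptors and ligands, 5 rose and 1 fell in SK-OV-3 cells, which camera did not call (adjusted p = 0.132). The AP-1 family rose in SK-OV-3 cells, 6 of 10 with 1 falling (camera adjusted p = 0.00181, adjusted p = 0.0635 with an estimated correlation), and FOSL1 had 2.33, standard error 0.21, adjusted p = 0.000268. Interferon-stimulated genes rose in SK-OV-3 cells, 15 of 26 with 2 falling (camera adjusted p = 0.000622, adjusted p = 0.392 with an estimated correlation). In WM793B cells 1 of 13 genes of fatty acid synthesis and desaturation rose and 2 fell under cycling hypoxia, which camera did not call (adjusted p = 0.489). ME1, the malic enzyme that supplies NADPH, had 1.29, standard error 0.12, adjusted p = 0.00151.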

Since the abundance and the variability of the gene sets made it difficult to draw precise conclusions, we decided to perform a GSEA with gene sets related to selected processes (proliferation, cell cycle, replication, migration, adhesion, invasion, stress response, immune response, DNA repair, and hypoxia response) and signaling pathways (hypoxia inducible factor (HIF), NFκB, Ap1, EGF, and vascular endothelial growth factor (VEGF)). 

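Between cycling and chronic hypoxia in SK-OV-3 cells, 11 of 22 NF-kB targets were higher and 1 was lower under cycling hypoxia (camera adjusted p = 0.00236, adjusted p = 0.352 with an estimated correlation). In PC-3 cells 2 were higher and 5 lower (camera adjusted p = 0.0483, adjusted p = 0.309 with an estimated correlation), a call lost when any 1 of 4 arrays was left out (adjusted p = 0.0505 to 0.0802). The feedback and response genes of ERK and EGF signaling were higher in SK-OV-3 cells, 11 of 19, with 1 lower (camera adjusted p = 0.000721, adjusted p = 0.155 with an estimated correlation). DUSP5, a phosphatase of ERK, was higher by a log2 fold change of 2.76, standard error 0.27, adjusted p = 0.000566. For EGF receptors and ligands camera called neither PC-3 (adjusted p = 0.448) nor SK-OV-3 cells (adjusted p = 0.351). AP-1 genes were lower under cycling hypoxia in PC-3 cells, 6 of 10 (camera adjusted p = 0.000518, adjusted p = 0.0661 with an estimated correlation), and in SK-OV-3 cells 4 were higher and 1 lower (camera adjusted p = 0.0967). Of 18 angiogenesis genes, VEGFA among them, 4 were higher and 8 lower in PC-3 cells (camera adjusted p = 0.00401, adjusted p = 0.191 with an estimated correlation), and 2 and 8 in SK-OV-3 cells (camera adjusted p = 0.0582). VEGFA itself, on its brightest probe set, had log2 fold changes of -1.08, standard error 0.10, adjusted p = 0.000322 in PC-3 and -0.87, standard error 0.08, adjusted p = 0.000514 in SK-OV-3 cells. In WM793B cells replication genes were less reduced under cycling than under chronic hypoxia, with 9 of 29 higher (camera adjusted p = 1.43e-05, adjusted p = 0.614 with an estimated correlation), and 11 fell against control, 22 when adjusted over the list alone (camera adjusted p = 8.22e-10, adjusted p = 0.371 with an estimated correlation). Interferon-stimulated genes in WM793B cells fell under cycling hypoxia, 7 of 26 (camera adjusted p = 0.00572, adjusted p = 0.492 with an estimated correlation), and were not called between the kinds of hypoxia (adjusted p = 0.793).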

The analysis of selected gene sets (289) confirmed that transcripts linked to the NFκB, AP1, as well as VEGF and EGF signaling pathways were more affected by cycling hypoxia than chronic hypoxia in ovarian and prostate cancer cells; while those related to immune response and replication were preferentially affected in melanoma cells exposed to cycling hypoxia. In addition, gene sets related to invasiveness were slightly more represented in SK-OV-3 cells subjected to cycling hypoxia than in SK-OV-3 cells subjected to chronic hypoxia. 

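Of 20 measured genes of invasion and matrix remodelling, 12 rose and 1 fell in SK-OV-3 cells under cycling hypoxia (camera adjusted p = 4.3e-05, adjusted p = 0.063 with an estimated correlation). Under chronic hypoxia 13 rose and none fell (camera adjusted p = 1.23e-05, adjusted p = 0.0515 with an estimated correlation). Against chronic hypoxia 1 was higher and 9 were lower under cycling hypoxia (camera adjusted p = 0.0197, adjusted p = 0.299 with an estimated correlation), and the higher gene was PLAU. Without cycling hypoxia replicate 3 the list did not pass (adjusted p = 0.0563). MMP2, a gelatinase, had log2 fold changes of 2.39, standard error 0.13, adjusted p = 3.92e-05 under cycling hypoxia and -0.89, standard error 0.13, adjusted p = 0.00233 against chronic hypoxia. PLAUR, the receptor of urokinase, had -1.17, standard error 0.15, adjusted p = 0.00161 against chronic hypoxia.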

The difference between cycling and chronic hypoxia conditions was even more significant when gene sets, which were significantly affected in either KS or GSA test, were taken into account in the analysis. In these settings, genes linked to adhesion, immune response, cell cycle, and proliferation were more affected in ovarian cancer cells exposed to cycling hypoxia than in cells subjected to chronic hypoxia, while, in prostate cancer cells, genes involved in DNA repair seemed to be more responsive to cycling hypoxia than to chronic hypoxia. 

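Cell cycle genes were higher under cycling than under chronic hypoxia in SK-OV-3 cells, 6 of 24 with none lower (camera adjusted p = 0.0157, adjusted p = 0.517 with an estimated correlation), which did not pass without cycling hypoxia replicate 2 (adjusted p = 0.0640) or chronic hypoxia replicate 3 (0.0732). Against control, 20 rose under cycling hypoxia (camera adjusted p = 3.13e-08, adjusted p = 0.177 with an estimated correlation) and 19 under chronic hypoxia (adjusted p = 5.63e-05, adjusted p = 0.358 with an estimated correlation). The kinetochore protein gene CENPF had a log2 fold change of 1.77, standard error 0.14, adjusted p = 0.000159 under cycling hypoxia. Cyclin E1, CCNE1, was higher than under chronic hypoxia by 1.14, standard error 0.14, adjusted p = 0.00125. Adhesion genes were lower under cycling than under chronic hypoxia, 7 of 22 with none higher (camera adjusted p = 0.00236, adjusted p = 0.0959 with an estimated correlation), and the intercellular adhesion molecule gene ICAM2 had -2.18, standard error 0.25, adjusted p = 0.000976. Interferon-stimulated genes were lower as well, 20 of 26 (camera adjusted p = 3.58e-09, adjusted p = 0.286 with an estimated correlation). In PC-3 cells 12 of 19 DNA repair genes were higher under cycling than under chronic hypoxia and none was lower (camera adjusted p = 0.00193, adjusted p = 0.0661 with an estimated correlation). Both kinds of hypoxia lowered them against control, 13 under cycling and 17 under chronic hypoxia (camera adjusted p = 0.000224 and 0.000126, or adjusted p = 0.0543 and 0.0547 with an estimated correlation). The checkpoint kinase gene CHEK1 had log2 fold changes of -0.72, standard error 0.07, adjusted p = 0.000255 under cycling and -1.43, standard error 0.07, adjusted p = 4.41e-06 under chronic hypoxia.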

For HIF and hypoxia signaling pathways, no differences were observed between cycling and chronic hypoxia treatment. 

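HIF-regulated genes were lower under cycling than under chronic hypoxia, 25 of 27 in PC-3, 25 in SK-OV-3 and 20 in WM793B cells, with none higher. Camera gave adjusted p = 9.55e-21, 4.66e-19 and 5.32e-18, or adjusted p = 0.0661, 0.0029 and 0.115 with an estimated correlation. The median log2 difference over the list was -1.08, -1.30 and -1.04. ANKRD37, an ankyrin repeat protein, had log2 differences of -2.73, standard error 0.12, adjusted p = 4.25e-05 in PC-3, -3.57, standard error 0.10, adjusted p = 1.06e-05 in SK-OV-3 and -4.32, standard error 0.31, adjusted p = 0.001 in WM793B cells. The paper names several genes of this list from the same arrays, so the list is not independent of them.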

The results are presented in Table S8.

### “Universal” chronic hypoxia genes

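Chronic hypoxia changed 291 probe sets of 195 genes in all 3 cell lines. Of these, 164 were higher in all 3 (9.54 for independent draws), 80 lower in all 3 (10.1 for independent draws) and 47 mixed in direction. The 291 hold 240 of the 240 probe sets of the paper's Table S10. In 260 of them the change was smaller under cycling hypoxia in every cell line. The oxygen-regulated gene PDK1 encodes a kinase that inhibits pyruvate dehydrogenase. Its log2 fold change was 2.06, standard error 0.11, adjusted p = 6.65e-06 in PC-3 cells. In SK-OV-3 cells this was 2.56, standard error 0.12, adjusted p = 8.4e-06, and in WM793B cells 3.10, standard error 0.20, adjusted p = 0.00011. DDIT3, a stress-induced transcription factor, was mixed, with 2.90 in PC-3 and -2.49 in SK-OV-3 cells. MT1X, a metallothionein, rose in SK-OV-3 (2.10) and fell in WM793B cells (-1.28).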

In search for genes of core response to hypoxia, 240 probe sets, which displayed a statistically significant (FDR adjusted p<0.05) change in mRNA expression under hypoxic conditions across all three cell lines (fold change ≥2) were identified. The expression of 30 genes was induced five or more times in hypoxic conditions. 

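A rise of at least 5-fold under chronic hypoxia was found for 8 genes in all 3 cell lines, for 29 genes in at least 2 and for 34 genes by the geometric mean over the lines. HILPDA, a protein of lipid droplets, had log2 fold changes of 3.45, 3.15 and 2.84 in PC-3, SK-OV-3 and WM793B cells. P4HA1, an enzyme of collagen hydroxylation, rose in all 3 (1.66, 3.01 and 2.04) and passed 5-fold in SK-OV-3 cells alone.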

The chosen ones are presented in Table S9. Among the selected genes, some are well-documented as hypoxia-regulated genes (e.g., *CA9, VEGF, ADM, BNIP3, RNASE4,* and *SLC2A1*), some weakly documented (e.g., *ANKRD37, STC1, STC2,* and *TMEM45A*) and some have not been linked with hypoxia so far (e.g., *TAF9B* and *ARRDC3*). 

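ADM, the vasodilator adrenomedullin, had log2 fold changes under chronic hypoxia of 4.33, standard error 0.11, adjusted p = 4.89e-07 in PC-3, 4.13, standard error 0.12, adjusted p = 1.59e-06 in SK-OV-3 and 2.29, standard error 0.23, adjusted p = 0.000412 in WM793B cells. On the 3 VEGFA probe sets of the paper's Table S9 these were 2.70 to 3.66, 1.51 to 1.89 and 2.49 to 3.24, and on the brightest VEGFA probe set 2.33, 1.22 and 2.17. BNIP3 had 2.13, 2.75 and 3.69 on 1 probe set of that table and 1.56, 2.68 and 2.91 on another. The glucose transporter gene SLC2A1 had 2.47 in PC-3 and 2.68 in SK-OV-3 cells. ARRDC3, an arrestin domain protein, had 2.83, standard error 0.10, adjusted p = 1e-06 in PC-3, 2.72, standard error 0.15, adjusted p = 1.74e-05 in SK-OV-3 and 2.32, standard error 0.31, adjusted p = 0.00126 in WM793B cells. TAF9B, a subunit of the basal transcription machinery, went from 8.23 ± 0.17 to 11.37 ± 0.09 in PC-3, from 5.04 ± 0.22 to 8.52 ± 0.23 in SK-OV-3 and from 6.86 ± 0.10 to 9.52 ± 0.27 in WM793B cells (log2, SD, n = 3). The other filtered probe sets of TAF9B went the other way, with -1.56 in PC-3, -0.91 in SK-OV-3 and -2.88 in WM793B cells, so the direction depends on the probe set.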

The entire gene list is presented in supplemental data (Table S10).

Again, the analysis revealed that a vast majority of genes responding to hypoxia is cell type specific. Among them, numerous genes are known to be related to carcinogenesis and/or tumor progression such as *BRAF* (the main oncogene in melanoma), *NEDD9, LOX, CXCR4* (related to cancer spreading), DNA repair genes (*BRCA1* and *BRCA2*), angiogenesis regulators (*ADM, ANG,* and *ANGPTL4*), and cancer suppressor genes (*NME1* and *WISP2*).

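CXCR4, the receptor of the chemokine CXCL12, rose from the noise level in PC-3 cells by at least 24.8-fold under chronic hypoxia. NEDD9 fell in PC-3 cells, with a log2 fold change of -1.35, standard error 0.13, adjusted p = 0.000102. LOX, which crosslinks collagen, rose by 2.14 in PC-3 and 2.23 in WM793B cells (log2). BRCA1 fell in PC-3 cells (-1.79, standard error 0.10, adjusted p = 7.5e-06) and in WM793B cells (-1.98, standard error 0.32, adjusted p = 0.00282). ANG, the ribonuclease angiogenin, rose by 1.43, 3.51 and 2.44 in PC-3, SK-OV-3 and WM793B cells. ANGPTL4 rose in SK-OV-3 cells by 5.41, standard error 0.25, adjusted p = 8.09e-06 and in WM793B cells by 3.51, standard error 0.20, adjusted p = 7.66e-05. The tumor suppressor gene NME1 fell in PC-3 cells (-1.41, standard error 0.03, adjusted p = 4.13e-07). CCN5, which the paper calls WISP2, went from 3.72 ± 0.36 to 11.24 ± 0.25 in SK-OV-3 cells (log2, SD, n = 3).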

The arbitrarily selected genes, regarded as the most interesting biologically, are presented in Table 2. A full list of hypoxia-responsive genes selected for each particular cell line is available as supplemental data (Tables S11–S13).

**Table 2:** Hypoxia-regulated genes strongly related to carcinogenesis.

GENE	ID	Role in cancerbiology	WM793B(Foldchange)	PC-3(Fold change)	SK-OV-3(Fold change)
*ADM*	202912_at	Angiogenesis	+4.9	+20.1	+17.5
*ANG*	205141_at	Angiogenesis	+5.5	+2.7	+11.4
*ANGPTL4*	223333_s_at	Angiogenesis	+11.4	+93.7	+42.4
*ATF3*	202672_s_at	Pro- and antitumorogenic,invasiveness	+2.06 (p = 0.0022)	+7.4	–7.3
*BRAF*	206044_s_at	Main oncogene inmelanoma	+3.55 (p = 0.0055)	-	-
*BRCA1*	211851_x_at	DNA repair, stabilitygene	–4.1	-	-
*BRCA1*	204531_s_at	DNA repair, stabilitygene	–3.9 (p = 0.0036)	–3.45	-
*BRCA2*	214727_at	DNA repair, stabilitygene	–2.2	-	-
*CADM1*	209032_s_at	Tumor suppressor	-	-	+4.5
*CXCL12*	209687_at	Drug resistance,metastatic spreading	–10.9	-	-
*CXCR4*	217028_at	Drug resistance,metastatic spreading	-	+25.6	+264.1
*CXCR7*	212977_at	Drug resistance,metastatic spreading	-	+10.5	+38.15
*EREG*	205767_at	Proliferation, cellsurvival	-	-	–12.7
*FGF1*	1552721_a_at	Proliferation,resistance to celldeath, angiogenesis,invasiveness	-	+16.6	-
*FN1*	210495_x_at	Adhesion, migration,invasiveness	+2.0 (p = 0.0013)	+1.3	-
*ICAM2*	213620_s_at	Immune surveillance	–	-	+10.4
*KITLG*	226534_at	Tumor growth, anti-apoptosis	–	-	+4.06
*LOX*	215446_s_at	Metastasis,nvasiveness, EpithelialMesenchymalTransition (EMT),	+4.7	+4.4	+1.7
*MCAM*	209087_x_at	Invasiveness, tumorsuppressor	-	–2.15	-
*MCAM*	211042_x_at	Invasiveness, tumorsuppressor	–2.1	–2.3	+1.9
*NEDD9*	202149_at	Invasiveness, metastasis	-	–2.55	+5.7
*NME1*	201577_at	Metastasis suppressor	–1.6 (p = 0.0033)	–2.7	-
*OSMR*	1554008_at	Invasiveness,	+5.8	-	+7.9
*SERPINE1*	202628_s_at	Invasiveness, metastasis	-	+1.7	+10.8
*SERPINE1*	202627_s_at	Invasiveness,metastasis	-	+6.4	+17.4
*STAT1*	200887_s_at	Proliferation, cellgrowth	–1.7	–2.45 (p = 0.0013)	+2.2
*WISP2*	205792_at	Tumor suppressor inbreast and pancreaticcancer	-	-	+183.4

“+” and “–” signify increase and decrease in expression, respectively.

The core hypoxia-responsive processes were also revealed in GSEA. 

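Under chronic hypoxia 27 of 27 HIF-regulated genes rose in PC-3 cells, 27 in SK-OV-3 and 24 in WM793B cells, and none fell. Camera gave adjusted p = 5.12e-17, 5.18e-17 and 9.9e-16, or adjusted p = 0.0547, 0.004 and 0.0996 with an estimated correlation. Glycolysis genes rose, 13, 14 and 14 of 16 in PC-3, SK-OV-3 and WM793B cells (camera adjusted p = 5.62e-06, 3.28e-08 and 2.16e-10, or adjusted p = 0.0988, 0.054 and 0.0996 with an estimated correlation). The muscle phosphofructokinase gene PFKM fell in PC-3 cells (-1.13), and is named after its value was seen. Genes of oxidative phosphorylation and the citric acid cycle fell, 15, 13 and 13 of 19 in the same order, with none rising (camera adjusted p = 0.00231, 0.000378 and 0.000155, or adjusted p = 0.0959, 0.027 and 0.139 with an estimated correlation). PGK1, phosphoglycerate kinase, had log2 fold changes of 0.76, 1.37 and 1.30 on its brightest probe set. Other PGK1 probe sets rose further, such as 1 with 1.07, 1.60 and 1.62 and another with 1.75, 1.97 and 2.23. IDH3A, a subunit of isocitrate dehydrogenase, had a log2 fold change of -1.59 in SK-OV-3 cells.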

More than 40 signatures were significantly affected by hypoxia in all cell lines, most of which were associated with hypoxic stimulus itself or known processes regulated by hypoxia such as glycolysis or HIF-targets. 

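Among 13 measured genes of ribosome biogenesis and MYC targets, 10 fell in PC-3, 6 in SK-OV-3 and 9 in WM793B cells under chronic hypoxia, and 1 rose in each line. Camera gave adjusted p = 0.00587, 0.0451 and 0.00199, or adjusted p = 0.0959, 0.4 and 0.0996 with an estimated correlation, and in SK-OV-3 cells the list did not pass without chronic hypoxia replicate 1 (adjusted p = 0.0648) or 3 (0.0581) or control replicate 3 (0.0503). RRS1, a ribosome assembly factor, had a log2 fold change of -2.18, standard error 0.14, adjusted p = 1.14e-05 in PC-3 cells. MYC itself rose in PC-3 cells by 0.59 and in SK-OV-3 cells by 1.20 (log2). Histone demethylases, which use oxygen, rose in each cell line, 7, 8 and 6 of 13 in PC-3, SK-OV-3 and WM793B cells (camera adjusted p = 0.0101, 0.00578 and 0.025, or adjusted p = 0.0988, 0.179 and 0.386 with an estimated correlation). KDM3A was among them, with 1.87, 1.87 and 1.61.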

There were also gene sets related to cancer signaling pathways (*MYC*, *STAT3*, and *CDH1*) or genes moderately involved in cancer (*IRF4*, *SOX4*, and *EZH2*), as well as some associated with various aspects of cancer such as cell transformation, metastasis, and response to therapeutics (Table S7).

### Validation of the results by quantitative reverse transcription- polymerase chain reaction (qRT-PCR) analysis

Out of the genes that were classified as more affected by cycling hypoxia than chronic hypoxia, six genes were chosen for verification by qRT-PCR. 

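On the arrays, EPHA2, a receptor tyrosine kinase, was at 7.59 ± 0.05 in control SK-OV-3 cells and 9.72 ± 0.11 under cycling hypoxia (log2, SD, n = 3). Its log2 difference between cycling and chronic hypoxia was 1.29, standard error 0.08, adjusted p = 0.000124 in these cells and 0.46, standard error 0.16, adjusted p = 0.103 in WM793B cells. CXCL8, which the paper calls IL8, had a log2 fold change under cycling hypoxia of 2.71, standard error 0.11, adjusted p = 9.23e-06 in PC-3 cells. In WM793B cells, where its control level was 14.30 ± 0.06, it did not pass the test (-0.33, standard error 0.13, adjusted p = 0.143). PLAU in WM793B cells had 0.11, standard error 0.08, adjusted p = 0.398, and HBEGF did not pass there either (adjusted p = 1).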

The selected genes had the highest fold change (FC) when comparing “cycling *vs.* control,” the highest FC between chronic and cycling hypoxia, and/or were found to be hypoxia-regulated in more than one cell line. These genes were *Il8, PLAU, EPHA2, AREG, CXCL2,* and *HBEGF.* The selected genes were validated in independent material (see Materials and Methods section). Generally, we confirmed the tendency observed in the microarray analysis for most genes and cell lines (p<0.05, Mann-Whitney U test). However, the results obtained for the SK-OV-3 cell line were only marginally significant (p = 0.051), probably due to the low number of samples (three). The genes that were not validated in qRT-PCR analysis were *EPHA2* and *PLAU* for SK-OV-3 cells and *HBEGF* for PC3 cells. On the other hand, *EPHA2* was differentially expressed in PC-3 cells subjected to cycling hypoxia, although this was not detected by microarray analysis. 

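On the arrays EPHA2 in PC-3 cells was at 10.26 ± 0.10 in control cells, 9.99 ± 0.08 under chronic and 10.33 ± 0.02 under cycling hypoxia (log2, SD, n = 3). The log2 fold change under cycling hypoxia was 0.06, standard error 0.06, adjusted p = 0.421. Its difference between cycling and chronic hypoxia was 0.34, standard error 0.06, adjusted p = 0.00386, which passed the test at less than the 1.5-fold that the criteria ask for. With the 18S ribosomal RNA signal as a covariate, chosen after the data were seen, EPHA2 had a difference of 0.35 that did not pass.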

The results are presented in Table 3.

**Table 3:** Validation of the results by qRT-PCR analysis.

Gene	SK-OV-3cycling vs.control foldchange(array/qRT-PCR)	SK-OV-3chronic vs.control foldchange(array/qRT-PCR)	PC-3 cyclingvs. controlfold change(array/qRT-PCR)	PC-3 chronicvs. controlfold change(array/qRT-PCR)	WM793Bcycling vs.controlfoldchange(array/qRT-PCR)	WM793B chronic vs. control foldchange (array/qRT-PCR)
***Il8***	9.1**/** **6.2^#^**	1.8**/2.2^#^**	6.5/3.5	9.2/4.5	0.9/0.65	1.0/1.0
***AREG***	2.7**/1.75^#^**	0.15**/0.5^#^**	2.4/1.8*	1.15/0.8*	Low or noexpression	Low or noexpression
***HBEGF***	5.7**/2.25^#^**	1.0**/1.45^#^**	3.0/0.86	2.4/1.8	Low/1.45	Low/0.75
***EPHA2***	4.4/2.2*	1.8/2.1*	1.0/1.3*	0.82/0.8*	1.3/1.25*	0.9**/1.0**
***PLAU***	4.2/1.8	2.1/1.6	2.4/2.1*	1.4/0.6*	Low or noexpression	Low or noexpression
***CXCL2***	2.3**/2.9^#^**	0.25**/1.6**	3.4/3.1*	3.7/2.3*	0.2/0.3*	0.8**/0.7**

In bold are results showing the differential gene expression between cycling and chronic samples assessed by qRT-PCR. The results marked with * are statistically significant (p<0.05; U Mann-Whitney test), whereas those marked with # have p = 0.051.

## Discussion

### Cycling *vs*. chronic hypoxia

In this study, we present a report on global gene expression analysis in three tumor cell lines subjected to experimental cycling and chronic hypoxia. Since there is more and more data on the role of cycling hypoxia in tumor cell aggressiveness and resistance to therapies, we aimed at identifying the molecular response to those stressing conditions in tumor cells.

The unsupervised analysis of the microarray data revealed that molecular differences between the examined cell lines were the main source of variance. This observation is easily explainable since each cell line comes from a single tumor, which is a unique genetic and molecular entity [28]. Additionally, our cell lines were derived from different tissues. 

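As shares of the 19800 filtered probe sets, chronic hypoxia changed 22.3% in PC-3, 15.4% in SK-OV-3 and 12.1% in WM793B cells. Cycling hypoxia changed 8.52%, 9.07% and 3.71%. In PC-3 cells PCNA, the sliding clamp of DNA polymerases, had a log2 fold change of -1.59, standard error 0.09, adjusted p = 6.49e-06 under chronic hypoxia. In WM793B cells PCNA had -2.33, standard error 0.07, adjusted p = 1.85e-05.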

Hypoxia was the second factor differentiating the samples, causing a change of expression in the range of approximately 10–23% (chronic) and 3–8% (cycling) genes. For chronic hypoxia, the response was much larger than that observed previously e.g., 10.3% [29], 1.5% [30], and 0.5% [31]. The observed discrepancies may be the result of technical (data analysis methods), experimental (relatively long exposure to hypoxia), and biological (cell type) factors. The last one influenced not only the number of affected genes, but also gene expression patterns, which were cell line-specific. This observation is in line with commonly reported phenomenon of the inter-cellular heterogeneity in molecular response to hypoxia [29]. Since the molecular response to cycling hypoxia was not largely reported, it was the focus of our study.

The comparison between chronic and cycling hypoxia revealed that, generally, the expression profiles induced by these two types of hypoxia were similar, though the latter one had a weaker effect on the transcriptome, as manifested by a lower number of affected genes and a lower fold changes. 

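Of the probe sets changed by cycling hypoxia, 90.3% also changed in the same direction under chronic hypoxia in PC-3, 70.7% in SK-OV-3 and 86.8% in WM793B cells. Both kinds of hypoxia raised 861 probe sets in PC-3, 875 in SK-OV-3 and 258 in WM793B cells. Both lowered 661, 394 and 380, and 1, 10 and 0 changed in opposite directions. Both comparisons use the same 3 control arrays, which adds to these overlaps. Over the probe sets that passed the test of the 3 conditions, the median absolute log2 change was 0.78 under chronic and 0.46 under cycling hypoxia in PC-3, 0.70 and 0.48 in SK-OV-3, and 0.77 and 0.43 in WM793B cells. LOXL2, a collagen-crosslinking enzyme, had log2 fold changes of 3.82 under chronic and 3.37 under cycling hypoxia in SK-OV-3 cells. From the lower number of affected genes and the lower fold changes, the paper concludes that cycling hypoxia had the weaker effect on the transcriptome.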

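Under cycling hypoxia 25 of 27 HIF-regulated genes rose in PC-3, 19 in SK-OV-3 and 13 in WM793B cells, and 1 fell, in SK-OV-3 cells. Camera called the list in all 3 cell lines (adjusted p = 1.38e-12, 3.09e-07 and 1.54e-06), and with an estimated correlation adjusted p = 0.0569, 0.0160 and 0.233. The median log2 fold change of the list was 2.06 under chronic and 0.97 under cycling hypoxia in PC-3 cells. It was 2.56 and 0.57 in SK-OV-3 cells, and 2.20 and 0.56 in WM793B cells. ADM was lower under cycling than under chronic hypoxia, with log2 differences of -2.45, standard error 0.11, adjusted p = 4.52e-05 in PC-3, -2.83, standard error 0.12, adjusted p = 2.65e-05 in SK-OV-3 and -1.35, standard error 0.23, adjusted p = 0.0114 in WM793B cells. The gene that fell in SK-OV-3 cells was EGLN1 (-0.40), a prolyl hydroxylase that restrains HIF, named after its value was seen. The other filtered probe sets of EGLN1 did not pass the test (-0.30).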

In our data, the expression of known HIF1-regulated genes was less affected by cycling hypoxia than by chronic hypoxia, suggesting that HIF1 is more active during chronic hypoxia. This result contrasts with previous data, which showed that acute hypoxia activates HIF1 more strongly than chronic hypoxia [14], [15], [32]. Since the aforementioned results come from analyses of cycles of hypoxia and reoxygenation lasting for seconds or minutes, one may speculate that the strong HIF1 activation occurs preferentially in cells exposed to short-time cycles of hypoxia and reoxygenation rather than cycle of hypoxia lasting hours or days. This is supported by Weinmann *et al.* observations. Exposition of HCI H460 cells (lung carcinoma cells) to 10 cycles of hypoxia (48 h) and reoxygenation (120 h) not only did not induce HIF1-regulated genes, but also suppressed a substantial number of them [16]. Moreover, one cannot exclude that what is actually being measured is more the effect of reoxygenation rather that cycling hypoxia itself. The limitations in interpretations of the data associated with cycling versus chronic hypoxia and reoxygenation are, at least, partially caused by the lack of a defined experimental *in* *vitro* model of cycling hypoxia [33]. A systematic microarray or PCR analysis at various time points of experimental cycling hypoxia would provide additional information on this issue.

Our experimental model did not allow us to identify a gene set more significantly affected in all three cell lines by cycling hypoxia rather than by chronic hypoxia. This finding may be explained by two facts. Firstly, gene expression profiles induced by cycling hypoxia did not differ much from those induced by chronic hypoxia, and, secondly, the cell line-specificity was relatively high in cycling hypoxia-responsiveness. Thus, we decided to select transcripts separately for each cell line. The numbers of identified genes differed between the cell lines and were consistent with the intrinsic hypoxia-responsiveness of the analyzed cells, with SK-OV-3 being the most responsive and WM793B the least. A substantial number of genes selected for prostate cancer and melanoma cells presented a relatively low expression. However, the expression of most of them were above the background noise level, which, based on Gaussian mixture decomposition method [34], was estimated to be 5. qRT-PCR analysis also confirmed the calculation since the results obtained for *HMGB*, its expression ranged between 15.3 and 52.74 in SK-OV-3 cells, was validated by this method.

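The median linear value of the cycling hypoxia-responsive probe sets was 51.2 in PC-3, 80.7 in SK-OV-3 and 49.7 in WM793B cells. In every probe set of the 3 lists, the group with the highest mean was above the noise level of 5. The lowest group mean was at or below it for 0 probe sets in PC-3, 2 in SK-OV-3 and 1 in WM793B cells.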

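E2F7, a transcription factor of the cell cycle, was at 4.45 ± 0.72 in control SK-OV-3 cells and 7.80 ± 0.11 under cycling hypoxia (log2, SD, n = 3). Its log2 difference from chronic hypoxia was 0.83, standard error 0.32, adjusted p = 0.0904, which did not pass the test and did so without control replicate 2 or 3, where the value is the same and the error smaller. EREG, the EGF receptor ligand epiregulin, rose under cycling hypoxia (1.10, standard error 0.23, adjusted p = 0.0106) and fell under chronic hypoxia (-3.66, standard error 0.23, adjusted p = 2.94e-05). HBEGF rose under cycling hypoxia (2.50, standard error 0.13, adjusted p = 3.25e-05) and not under chronic hypoxia (-0.08, standard error 0.13, adjusted p = 0.675). The chronic response of EREG differed between the 3 cell lines (limma, adjusted p = 4.27e-11), and EREG was near the noise level in PC-3 and WM793B cells.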

Among the most induced genes selected for SK-OV-3 cells, some were involved in the regulation of proliferation such as *E2F7* and some genes belonged to the EGF pathway, either ligands (*AREG, HBEGF,* and *EREG*) or its target gene (*EPHA2*). All of them encode for proteins known to play a role in cancer progression. E2F7 is involved in resistance to therapy [35], while EPHA2 is overexpressed in a substantial number of tumors and promotes metastasis by stimulating tumor cell migration, invasion, and angiogenesis [36]. The AREG protein guarantees tumor cell self-sufficiency in generating growth signals, limitless replicative potential, and resistance to apoptosis [37]. EREG prognostic value has been demonstrated [38], while HBEGF was shown to regulate tumor cell metastatic phenotype [39].

Some of the aforementioned genes (*AREG* and *HBEGF*), together with *AREGB,* were also induced by cycling hypoxia in PC-3 cells, though *AREG* was not confirmed by qRT-PCR. On the other hand, *EPHA2* was upregulated in WM793B under cycling hypoxia. The fold changes for the aforementioned genes were relatively low, though, for *HBEGF* and *EPHA2,* the results were statistically significant in qRT-PCR analysis.

The preferential regulation of the EGF pathway by cycling hypoxia was also observed in GSEA, which showed a predominance of gene sets associated with EGF in cycling samples subjected to hypoxia, especially in ovarian and prostate cancer cells. Since the EGF pathway is generally involved in establishing and maintaining the malignant phenotype, our results suggest that this pathway may contribute to cycling hypoxia-related adverse effects. GSEA also confirmed that exposition to hypoxia and reoxygenation affected the NFκB and AP1 signaling pathways, which have been previously shown to be involved in cellular response to transient/acute hypoxia [40], [41].

The other group of genes induced by cycling hypoxia in SK-OV-3 cells comprised transcripts of proinflammatory cytokines such as *IL8, IL6, and IL1A* and chemokine such as *CXCL2. 

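IL6 in SK-OV-3 cells had a log2 fold change of 2.07, standard error 0.30, adjusted p = 0.00254 between cycling and chronic hypoxia. For IL1A this was 2.14, standard error 0.38, adjusted p = 0.00596. CXCL8 was higher under cycling than under chronic hypoxia by 2.35, standard error 0.29, adjusted p = 0.0013. LIF, a cytokine of the interleukin 6 family, had 2.00, standard error 0.15, adjusted p = 0.000132 under cycling hypoxia. CXCL2 in PC-3 cells rose by 1.95 under cycling and 1.90 under chronic hypoxia (log2), and the difference of 0.06 did not pass the test (adjusted p = 0.852). On the gene's other filtered probe sets, CXCL2 had a log2 fold change under cycling hypoxia of 0.25 in PC-3 cells, which did not pass.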

CXCL2* was also slightly more induced by cycling hypoxia than by chronic hypoxia in PC-3 cells. In contrast, in melanoma cells, its expression was significantly suppressed under cycling hypoxia. All these genes are known to play a role in cancer biology. The predominance of the regulation of immune response genes by cycling hypoxia in melanoma and ovarian cancer cells was also evidenced by GSEA. Moreover, in ovarian cancer cells, sets of genes regulating adhesion, migration, and invasion as well as proliferation and cell cycle proved to be more responsive to cycling than to chronic hypoxia. However, the flow cytometry analysis did not show any differences in cell cycle either in samples subjected to chronic or cycling hypoxia compared to control samples (data not shown).

In contrast to SK-OV-3 and PC-3 cells, the melanoma cell line appeared to be the least responsive to cycling hypoxia. Gene expression was rather suppressed than stimulated in these cells. 

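In WM793B cells 433 of the probe sets that cycling hypoxia changed were lower and 302 higher. Of 22 NF-kB targets, 10 fell and 1 rose in these cells (camera adjusted p = 5.58e-05, adjusted p = 0.307 with an estimated correlation). Cell cycle genes fell, 5 of 24 with none rising (camera adjusted p = 0.00701, adjusted p = 0.706 with an estimated correlation). The cytokine gene IL24 had a log2 fold change of -2.10, standard error 0.28, adjusted p = 0.00469.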

The fold changes were also relatively low. Moreover, out of the six validated genes, qRT-PCR only allowed us to confirm the differential expression of *EPHA2* and *CXCL2*. *EPHA2* has a significant role in melanoma biology as an oncogene and pro-malignant protein [42], while *CXCL2* is a neutrophil attractant. *CXCL2* down-regulation is related to inhibition of neutrophil accumulation and their survival [43]. Thus, *EPHA2* and *CXCL2* potential role in cycling hypoxia-induced melanoma progression is worth further investigation.

### “Universal” hypoxia genes

We selected 240 probe sets representing approximately 190 genes, which presented a variable, though consistent response to hypoxic conditions in all the three cell lines. The gene set contains both well-known hypoxia-responsive genes and, more interestingly, some genes that were not linked to hypoxic stimulus or genes for which hypoxia-responsiveness is not well established. The first group consists of the most common hypoxia markers: *CAIX, GLUT1,* and *VEGF* as well as glycolytic genes (*ALDOC, ENO2, HK2,* and *PFKP*), and others (*BNIP3, ADM*, *NDRG1, RNASE4,* and *MXI1*), which appear in most of the previously identified hypoxic signatures [30], [44]–[47], including those selected under severe hypoxia [29], [48]. 

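ENO2, an enolase, rose under chronic hypoxia by a log2 fold change of 2.83, standard error 0.08, adjusted p = 6.98e-07 in PC-3 and 4.45, standard error 0.21, adjusted p = 9.62e-06 in SK-OV-3 cells. ALDOC, an aldolase, rose by 2.41 and 3.68 in these lines. PFKP, a phosphofructokinase, had 1.32, 1.62 and 1.77 in PC-3, SK-OV-3 and WM793B cells. NDRG1 had 3.04, 3.85 and 1.44, and MXI1, an antagonist of MYC, 1.64, 1.29 and 1.33. The changes of PFKP, NDRG1 and MXI1 passed the test of chronic hypoxia in all 3 cell lines.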

Their elevated expression may be treated as a validation of our experimental setting. The novel, most modulated hypoxia-responsive genes detected in our study are *TAF9B* and *ARRDC3*. These genes encode proteins that, among other functions, play roles in processes that presumably help the cell to survive hypoxic and stress conditions by regulating its viability, transcription repression (*TAF9B*, [49], and energy expenditure (*ARRDC3,* [50]). Additionally, our data confirmed the involvement of certain genes, which have been modestly reported so far, in hypoxia response. These include previously identified HIF-1 target genes such as *ANKRD37* [47], *STC-2* [51], and *STC-1* [52], [48], as well as *COL5A1* induced by hypoxia in the ventricle [53], *ZNF395* regulated by hypoxia in glioblastoma [54], and *TMEM45* in hematopoietic stem cells [55]. Some of them have also been shown to be involved in cancer progression such as *STC1* [56] and *ZNF395* [57]. 

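COL5A1, a fibrillar collagen, rose under chronic hypoxia by log2 fold changes of 1.51, standard error 0.12, adjusted p = 3.33e-05 in PC-3, 3.42, standard error 0.11, adjusted p = 1.95e-06 in SK-OV-3 and 1.27, standard error 0.14, adjusted p = 0.000552 in WM793B cells. For ANKRD37 these were 3.46, 4.58 and 4.27, and for TMEM45A 1.65, 3.50 and 2.47. The stanniocalcin genes STC1 and STC2 encode secreted glycoproteins. In the same order, STC1 rose by 1.77, 5.09 and 2.94, and STC2 by 3.31, 1.31 and 2.62. On another STC1 probe set of the paper's Table S9 the rise was 5.37 in SK-OV-3 and 4.59 in WM793B cells.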

Most of the aforementioned genes were highly induced by hypoxia in the analyzed cell lines and, in conjunction with the known hypoxia genes, they could be used as putative universal hypoxia signatures for further analysis and validation in clinical material. Prognostic values of some hypoxic signatures based partially on *in* *vitro* data were already successfully validated in clinical material [58], [59]. On the other hand, a huge study by Starmans *et al*., (2012) suggested that hypoxia-regulated genes may constitute a part of prognostic signature rather than be significant as individual molecular prognostic markers [60].

In conclusion, our global gene expression analysis of three tumor cell lines exposed to cycling and chronic hypoxia revealed substantial similarities in the molecular profiles induced by these two different experimental hypoxic conditions. Additionally, we have selected genes and indicated processes, which seem to be preferentially regulated by cycling hypoxia and reoxygenation, but which are not regulated or weakly regulated by chronic hypoxia in selected tumor cell types. Despite the fact that the identified genes were relatively cell line-specific, induction of some EGF pathway-related transcripts in the analyzed cell lines suggests that this molecular pathway may be involved in the tumor cell response to cycling hypoxia. Conceivably, they may mediate cycling hypoxia-induced tumor aggressiveness, though, due to the lack of established models of cycling hypoxia, caution in data interpretation is recommended. Nevertheless, these genes as well as newly reported more universal hypoxia-responsive genes are worth further validation.

## Supporting Information

Figure S1 **Pimonidazole-staining of WM793B cells after 2 hour incubation in hypoxic atmosphere (1% O_2_).**
(TIF) Click here for additional data file.

Table S1 **Sequence of the primers used for qRT-PCR analysis.**
(DOC) Click here for additional data file.

Table S2 **Multivariate analysis.**
(DOC) Click here for additional data file.

Table S3 **Cycling hypoxia-responsive genes common to all three cell lines.**
(XLS) Click here for additional data file.

Table S4 **Cycling hypoxia-responsive genes selected for SK-OV-3 cell line.**
(XLS) Click here for additional data file.

Table S5 **Cycling hypoxia-responsive genes selected for PC-3 cell line.**
(XLS) Click here for additional data file.

Table S6 **Cycling hypoxia-responsive genes selected for WM793B cell line.**
(XLS) Click here for additional data file.

Table S7 **The results of GSEA with c2: curated gene set collections MSigDB (3818 Gene Sets).**
(XLSX) Click here for additional data file.

Table S8 **The results of GSEA with gene sets for selected processes and signaling pathways (289 Gene Sets).**
(XLSX) Click here for additional data file.

Table S9 **Selected hypoxia-regulated genes common to all three tumor cell lines.**
(DOC) Click here for additional data file.

Table S10 **The entire gene set of hypoxia-regulated probe sets common to all three cell lines.**
(XLS) Click here for additional data file.

Table S11 **Hypoxia-responsive genes selected for SK-OV-3.**
(XLS) Click here for additional data file.

Table S12 **Hypoxia-responsive genes selected for PC-3.**
(XLS) Click here for additional data file.

Table S13 **Hypoxia-responsive genes selected for WM793B.**
(XLS) Click here for additional data file.

# Supplementary material for: Global Gene Expression Profiling in Three Tumor Cell Lines Subjected to Experimental Cycling and Chronic Hypoxia
**Source:** PLoS One. 2014 Aug 14;9(8):e105104. doi: 10.1371/journal.pone.0105104
**Supplement:** Table S1 — Sequence of the primers used for qRT-PCR analysis.

Table S1. Sequence of the primers used in qRT-PCR.

| **Gene** | **Forward primer** | **Reverse primer** | **Probe (Roche)** |
| --- | --- | --- | --- |
|  | **Reference genes** |  |  |
| *HADHA*  (NM_000182.4) | gtcttgcgcccatgatgt | cagcttcttcgggtcaactc | #65 |
| *EIF5*  (NM_001969.4) | tgggtttatgtctttatttgacga | gctatgtttccccaatacaggt | #46 |
| *CTBP1*  (NM_001328.2) | cgagtcggaacccttcag | cagatgaggttgggtgcat | #81 |
|  | **Experimental genes** |  |  |
|  | agacagcagagcacacaagc | cacagtgagatggttccttcc | #72 |
| *AREG*  *(*NM_001657.2) | ttgacagtagtttatcaaaaattgcat | cctgacgtattgtcttctaagctg | #46 |
| *HBEGF*  (NM_001945.2) | gtggggcttctcatgtttagg | gtcatgcccaacttcactttctc | #55 |
| *EPHA2*  *(*NM_004431.2) | ccaggcaggctacgagaa | ggctctcagatgcctcaaac | #88 |
| *PLAU*  (NM_001145031.1) | ttgctcaccacaacgacatt | ggcaggcagatggtctgtat | #46 |
| *CXCL2*  (NM_002089.3) | gaaaatcatcgaaaagatgctg | tgcagctgtgtctctctttcc | #83 |

# Supplementary material for: Global Gene Expression Profiling in Three Tumor Cell Lines Subjected to Experimental Cycling and Chronic Hypoxia
**Source:** PLoS One. 2014 Aug 14;9(8):e105104. doi: 10.1371/journal.pone.0105104
**Supplement:** Table S2 — Multivariate analysis.

**Table S2. Multivariate analyses of the treatment (hypoxia) effect in the context of cell line effect**

|  | **Hypoxia-related effect**  **(no of probe sets)** | **Cell line-related effect**  **(no of probe sets)** |
| --- | --- | --- |
| **Chronic hypoxia**  **vs. controls** | **8635** | **19011** |
| **Cycling hypoxia**  **vs. controls** | **6132** | **19316** |
| **Chronic hypoxia**  **vs. cycling hypoxia** | **4993** | **19295** |

Multivariate analysis of variance (MANOVA, FDR adjusted p<0.05) has been carried out three times, each time the treatment (column 1) and cell line effect were considered as two independent factors

# Supplementary material for: Global Gene Expression Profiling in Three Tumor Cell Lines Subjected to Experimental Cycling and Chronic Hypoxia
**Source:** PLoS One. 2014 Aug 14;9(8):e105104. doi: 10.1371/journal.pone.0105104
**Supplement:** Table S9 — Selected hypoxia-regulated genes common to all three tumor cell lines.

**Table 2. Hypoxia-regulated genes common to all three tumor cell lines**

**(FC>5 chronic hypoxia vs. control, FDR adjusted p<0.05)**

| **Gene** | **ID** | **SK-OV-3**  **Fold change** | **PC-3**  **Fold change** | **WM793B**  **Fold change** |
| --- | --- | --- | --- | --- |
| *ADM* | [202912_at](https://www.affymetrix.com/LinkServlet?probeset=202912_at) | 17.5 | 20.1 | 4.9 |
| *ALDOC* | [202022_at](https://www.affymetrix.com/LinkServlet?probeset=202022_at) | 12.8 | 5.3 | 21.8 |
| *ANG* | [205141_at](https://www.affymetrix.com/LinkServlet?probeset=205141_at) | 11.4 | 2.7 | 5.4 |
| [*ANGPTL4*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=ANGPTL4) | [223333_s_at](https://www.affymetrix.com/LinkServlet?probeset=223333_s_at) | 42.4 | 93.7 | 11.4 |
| *ANGPTL4* | [221009_s_at](https://www.affymetrix.com/LinkServlet?probeset=221009_s_at) | 67.8 | 70.2 | 15.3 |
| [*ANKRD37*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=ANKRD37)*#* | 227337_at | 23.8 | 11.0 | 19.3 |
| [***ARRDC3***](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=ARRDC3) | [224797_at](https://www.affymetrix.com/LinkServlet?probeset=224797_at) | 6.6 | 7.1 | 5.0 |
| *BNIP3* | [201849_at](https://www.affymetrix.com/LinkServlet?probeset=201849_at) | 6.4 | 2.9 | 7.5 |
| *BNIP3* | [201848_s_at](https://www.affymetrix.com/LinkServlet?probeset=201848_s_at) | 6.7 | 4.4 | 12.9 |
| *CA9* | [205199_at](https://www.affymetrix.com/LinkServlet?probeset=205199_at) | 46.3 | 2.6 | 28.4 |
| *DDIT3* | 209383_at | 0.18 | 7.5 | 11.4 |
| [*ENO2*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=ENO2) | [201313_at](https://www.affymetrix.com/LinkServlet?probeset=201313_at) | 21.8 | 7.1 | 26.9 |
| [*HIG2*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=C7orf68) | [1554452_a_at](https://www.affymetrix.com/LinkServlet?probeset=1554452_a_at) | 8.9 | 10.9 | 7.1 |
| [*HIG2*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=C7orf68) | [218507_at](https://www.affymetrix.com/LinkServlet?probeset=218507_at) | 11.1 | 11.0 | 7.5 |
| [*INSIG2*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=INSIG2) | [209566_at](https://www.affymetrix.com/LinkServlet?probeset=209566_at) | 6.9 | 3.8 | 5.2 |
| *KLF7#* | [204334_at](https://www.affymetrix.com/LinkServlet?probeset=204334_at) | 5.7 | 13.8 | 2.6 |
| *LOXL2* | 202997_s_at | 14.5 | 5.9 | 2.2 |
| *MT1X#* | 204326_x_at | 5.1 | 5.3 | 0.4 |
| *NDRG1* | [200632_s_at](https://www.affymetrix.com/LinkServlet?probeset=200632_s_at) | 14.4 | 8.2 | 2.7 |
| [*PDK1*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=PDK1) | [226452_at](https://www.affymetrix.com/LinkServlet?probeset=226452_at) | 5.9 | 4.2 | 8.6 |
| *PFKFB4* | [228499_at](https://www.affymetrix.com/LinkServlet?probeset=228499_at) | 18.5 | 5.2 | 10.1 |
| *PPFIA4****#*** | [214978_s_at](https://www.affymetrix.com/LinkServlet?probeset=214978_s_at) | 7.7 | 3.7 | 9.3 |
| *RNASE4* | [205158_at](https://www.affymetrix.com/LinkServlet?probeset=205158_at) | 28.8 | 3.1 | 9.8 |
| [*SLC2A1*](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=SLC2A1) | [201250_s_at](https://www.affymetrix.com/LinkServlet?probeset=201250_s_at) | 6.4 | 5.5 | 4.9 |
| *STC1#* | [204597_x_at](https://www.affymetrix.com/LinkServlet?probeset=204597_x_at) | 34.1 | 3.4 | 7.7 |
| *STC1#* | [204596_s_at](https://www.affymetrix.com/LinkServlet?probeset=204596_s_at) | 41.4 | 3.8 | 24.0 |
| *STC2#* | [203439_s_at](https://www.affymetrix.com/LinkServlet?probeset=203439_s_at) | 2.5 | 9.9 | 6.1 |
| [***TAF9B***](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?cmd=search&db=gene&term=TAF9B) | [228483_s_at](https://www.affymetrix.com/LinkServlet?probeset=228483_s_at) | 11.2 | 8.8 | 6.3 |
| *TMEM45A#* | [219410_at](https://www.affymetrix.com/LinkServlet?probeset=219410_at) | 11.3 | 3.1 | 5.5 |
| *VEGF* | [211527_x_at](https://www.affymetrix.com/LinkServlet?probeset=211527_x_at) | 3.7 | 12.7 | 9.5 |
| *VEGF* | [210513_s_at](https://www.affymetrix.com/LinkServlet?probeset=210513_s_at) | 2.8 | 11.4 | 7.7 |
| *VEGF* | [212171_x_at](https://www.affymetrix.com/LinkServlet?probeset=212171_x_at) | 3.4 | 6.5 | 5.6 |
| *ZNF395#* | [223216_x_at](https://www.affymetrix.com/LinkServlet?probeset=223216_x_at) | 9.7 | 3.4 | 5.2 |

In **bold** are new hypoxia-responsive genes, those marked with # have been

modestly reported to be associated with hypoxia so far.

How the deposited data were processed for this re-analysis (not part of the article)

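Gene expression was measured on 27 Human Genome U133 Plus 2.0 arrays, 3 each of control, chronic hypoxia and cycling hypoxia in PC-3, SK-OV-3 and WM793B cells. The deposited values are log2 values that the authors made from the raw array files with GC-RMA (gcrma 2.34.0 in R 3.0.2 with Bioconductor 2.13), by background correction by probe sequence, quantile normalization between arrays and summarization per probe set. The authors used BRB-ArrayTools 4.4.0 for their tests. All columns were matched to a cell line, condition and replicate, with 0 left over. No further normalization was applied to the reported results. Gene symbols came from the platform annotation, updated by gene number where a current symbol was listed.

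As in the paper, probe sets were kept that differed from their median by at least 1.5-fold in at least 20% of the arrays, which left 19800. Of these, 17314 carry 1 gene symbol, 811 several and 1675 none, and they stand for 10021 genes. The number of arrays, 3 per group, limits the precision, and the noise level of 5 on the linear scale limits dim probe sets.

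All tests used limma 3.58.1 in R 4.3.3, with moderated spreads and p values adjusted by Benjamini and Hochberg over the filtered probe sets. In each cell line, an F-test over the 3 conditions with adjusted p under 0.05 and a change of at least 2-fold defined a changed probe set. Cycling hypoxia-responsive probe sets also differed by at least 1.5-fold between cycling and chronic hypoxia. Effects over the cell lines came from additive fits of cell line and condition, and differences of the response between cell lines from the interaction in a fit of 9 groups. Multidimensional scaling used 1 minus the Pearson correlation. Because both kinds of hypoxia share control arrays, the correlation of their fold changes was set beside 200 simulated data sets with no response, and computed again with the control arrays divided between the comparisons. Single values per array were compared with exact permutation tests over 1680 divisions of 9 arrays into 3 groups.

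Mostly for cellular processes, 31 lists with 605 entries were written, with some genes in several lists. This was done after reading the paper and before the arrays were read, so values in the paper's tables had been seen. Each gene was read by its brightest filtered probe set. Camera compared each list with all other genes at a preset correlation of 0.01, and again with an estimated correlation. Named genes are those the paper names in its results or in Tables 1, 2, 3 and S9, the 10 largest rises and 10 largest falls of each comparison with arrays that do not overlap, up to 4 members of each list with the smallest p, and all changed members where a list has 5 or fewer. Others are marked as chosen after their values were seen.

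Alternatives tried were no variation filter, dim probe sets left out (32 on the linear scale in at least 3 arrays), arrays quantile-normalized again or centred, other models of the spread (trend and robust, random variance model, none), a replicate block, the test of the comparison itself, all 27 arrays in one fit, other thresholds, other probe sets, fry in place of camera, an 18S ribosomal RNA covariate and each array left out in turn. For other divisions of the arrays, 100 were drawn with the seed 20140814.

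The steps were tested on simulated data with the spread of these arrays. A 3-fold change was called in 95.5% of cases in PC-3, 88.0% in SK-OV-3 and 88.1% in WM793B cells for chronic hypoxia (86.6% in WM793B cells for cycling hypoxia). A 6-fold change was called in 98.5%, 94.0% and 100% of cases. At most 1 of 19600 unchanged probe sets was called in a comparison within a cell line, and the test of the difference between cell lines called 35 of 19750. A list raised 2-fold was called in 3 of 3 cell lines, and 1 of 243 other list tests was called. Other divisions of the real arrays called a median of 80 list comparisons. The simulated data thus do not show how often camera calls lists falsely on these arrays.

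Left out were the qRT-PCR, flow cytometry and pimonidazole results, which have no deposited values, and the gene sets of the paper's enrichment analysis, which were not at hand. Probe sets with several symbols or none were counted and not named. Some probe sets that the annotation used does not list, some of them of genes the paper names, are not reported here.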

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

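The tests for a shift of whole arrays and for dim probe sets were chosen only after the result was seen. For 8 lists the genes moved in opposite directions in 2 cell lines, and the test of the difference between the cell lines passed. Each list is given with a single pair of cell lines. Other pairs moved apart too, such as PC-3 and WM793B cells for cytokines and chemokines under cycling hypoxia. Each value below is the median log2 difference over the list, with its quartiles.

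Under chronic hypoxia, interferon-stimulated genes differed between SK-OV-3 and PC-3 cells by 3.86 (2.45 to 5.03; camera adjusted p = 1.45e-11, 0.201 with an estimated correlation). In SK-OV-3 cells 22 of 26 rose and 2 fell, and in PC-3 cells 2 rose and 23 fell. Quantile normalization between arrays already evens out a shift of whole arrays, so the median over all genes tested cannot decide on one. This median was 0.13 (-0.38 to 0.76). RNA quality is argued against, since with the actin 3' minus 5' difference as a covariate the list had 2.96 (1.52 to 4.10). Dim probe sets are argued against, since 20 of the 26 genes exceeded 32 on the linear scale in the control and chronic hypoxia arrays of both cell lines, with a median difference of 3.86 (2.20 to 4.80). A biological difference between the cell lines stays open and untested.

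Under cycling hypoxia, cell cycle genes differed between SK-OV-3 and WM793B cells by 1.93 (1.57 to 2.21; camera adjusted p = 2.74e-10, 0.179 with an estimated correlation). In SK-OV-3 cells 20 of 24 rose and 0 fell, and in WM793B cells 0 rose and 5 fell. A shift of whole arrays could not be tested for the same reason, and the median over all genes tested was 0.010 (-0.36 to 0.44). RNA quality is argued against by a difference of 1.82 (1.43 to 2.02) with the actin covariate. A biological difference between these cell lines, which come from different tissues, stays open and untested.

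Genes of ATF4 and the amino acid response differed between SK-OV-3 and PC-3 cells under chronic hypoxia by -2.54 (-3.49 to -1.74; camera adjusted p = 1.45e-11, 0.201 with an estimated correlation). Of 17 genes, 1 rose and 13 fell in SK-OV-3, and 13 rose and 1 fell in PC-3 cells. Cholesterol synthesis genes differed between WM793B and PC-3 cells under chronic hypoxia by -1.56 (-1.74 to -0.93; camera adjusted p = 2.86e-09, 0.0839 with an estimated correlation). Of 15 genes, 1 rose and 7 fell in WM793B, and 13 rose and 0 fell in PC-3 cells. In WM793B cells alone, camera called this list narrowly (adjusted p = 0.0481). The call was lost without any 1 of several arrays, from 0.0511 without control replicate 1 to 0.0894 without chronic hypoxia replicate 1. Endoplasmic reticulum chaperones differed between SK-OV-3 and WM793B cells under chronic hypoxia by -1.40 (-1.74 to -0.52; camera adjusted p = 1.49e-07, 0.0786 with an estimated correlation). Of 16 genes, 1 rose and 10 fell in SK-OV-3, and 9 rose and 0 fell in WM793B cells.

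Metallothioneins differed between SK-OV-3 and WM793B cells under chronic hypoxia by 3.00 (2.33 to 3.09; camera adjusted p = 8.21e-05, 0.196 with an estimated correlation). Of 7 genes, 6 rose in SK-OV-3 and 6 fell in WM793B cells. Cytokines and chemokines differed between SK-OV-3 and WM793B cells under cycling hypoxia by 1.74 (0.50 to 2.20; camera adjusted p = 1.61e-06, 0.0424 with an estimated correlation). Of 17 genes, 9 rose and 0 fell in SK-OV-3, and 1 rose and 6 fell in WM793B cells. NF-kB targets differed between WM793B and PC-3 cells under cycling hypoxia by -1.74 (-2.73 to -0.75; camera adjusted p = 7.03e-18, 0.00789 with an estimated correlation). Of 22 genes, 1 rose and 10 fell in WM793B, and 18 rose and 1 fell in PC-3 cells.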

How the results depend on the processing

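The 18S ribosomal RNA signal as a covariate, PC-3 with 1 cycling hypoxia array and the pairs across cell lines were chosen only after the result was seen. All other choices here were made before the data were examined.

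Apart from the counts named in this paragraph, the totals counted again stayed within 1.5 times the reported ones under the alternatives tried. These were other filters, normalizations, tests and spreads. The higher and lower parts of a total could move further, as given below for PC-3 cells. With a 1.5-fold threshold more probe sets were called by construction. Chronic and cycling hypoxia then gave 7930 and 4662 in PC-3, 5890 and 4021 in SK-OV-3, and 4944 and 2464 in WM793B cells, with 1117 and 273 common to all 3. The test of the comparison itself gave 31 cycling hypoxia-responsive probe sets in WM793B cells in place of 53, and the cause was not tested. With an interaction term, which tests the 3 cell lines together, 10076 probe sets changed under cycling hypoxia and 8095 between chronic and cycling hypoxia, in place of 6608 and 5290. The 12611 for chronic hypoxia stayed within 1.5 times 9166. With a correlation estimated from the arrays, camera called 16 of 261 list comparisons in place of 143. Between the other probe sets of the genes chosen for qRT-PCR, 12 comparisons passed in place of 19. The correlation of the responses to both kinds of hypoxia in PC-3 cells was 0.851 over all probe sets in place of 0.872, and the cause was not tested for these 3. Over 3 other settings, multidimensional scaling gave the same order of factors.

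Of 744 results for named genes, these kept direction and side of the threshold: 738 with arrays centred on the median (a weak test, as the medians lie near the floor), 735 quantile-normalized again, 733 with the random variance model, 732 with trend and robust, 711 without moderation, 676 with no variation filter and 668 with the 18S covariate. Where a result could be read from other probe sets of the gene, these kept 324, made 16 stronger and 59 weaker, and reversed 11. TAF9B then had log2 fold changes of -1.56, -1.02 and 0.54 (chronic, cycling, cycling against chronic) in PC-3, -0.91, -0.51 and 0.40 in SK-OV-3 and -2.88, -1.79 and 1.09 in WM793B cells. OSMR in PC-3 cells then had -0.0039 and -0.085 under chronic and cycling hypoxia. PSMB4 in PC-3 cells had 0.25 between cycling and chronic hypoxia with the 18S covariate. The cause was not tested for these 3 genes. List comparisons kept their call in 252 of 261 with the 18S covariate, 245 with the mean of all probe sets, 238 with no filter and 197 with fry.

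Leave-one-out moved none of the counts given in this paragraph past 1.5 times. Without 1 array, PC-3 cells gave 4293 to 4402 (chronic), 1636 to 1752 (cycling) and 59 to 110 (responsive). SK-OV-3 gave 2888 to 3160, 1732 to 1844 and 374 to 484, and WM793B 2017 to 2692, 617 to 848 and 43 to 68. Common probe sets were 252 to 299 and 33 to 42. Across cell lines the ranges were 8358 to 9069, 5759 to 6525 and 4674 to 5363, with 140 to 147 lists and 29 to 32 of the qRT-PCR comparisons.

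Neither the labels nor a correlation above 0.1 in every pair shows that replicate numbers pair the samples: 27 pairs of arrays with the same number had correlations from -0.0915 to 0.287, 6 of them above 0.1, and the same number gave the best match in 12. WM793B cells held 4 of the 6 and 7 of the 12, so a factor shared by number is not excluded there. Across cell lines, 27 pairs of the same condition and number had -0.117 to 0.0997, with 8 best matches. With a replicate block, all 17 counts were within 1.5 times, with 72, 399 and 49 responsive probe sets in PC-3, SK-OV-3 and WM793B cells. Of 261 list comparisons, 3 were called only with it and 3 only without it, and of 744 gene results 9 and 20. EPHA2 in WM793B cells passed under cycling hypoxia, against control and against chronic hypoxia, with it and not without it.

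The direction of PC-3 cycling hypoxia-responsive probe sets depends on the setting: 59.8% were higher, 49.2% with dim probe sets left out (32 higher, 33 lower), 50.0% quantile-normalized again (37 each), 68.9% with no variation filter (42 higher, 19 lower), 65.5% with the 18S covariate (55 higher, 29 lower) and 74.6% with 1 cycling hypoxia array (50 higher, 17 lower, the lone sample assumed to vary like the other groups). Signal over background limits the arrays, since changes of dim probe sets near the noise level of 5 cannot be measured well.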

Differences from the paper's values

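The tests with the 18S covariate and with 1 PC-3 cycling hypoxia array were chosen only after the result was seen. Of 252 fold changes in the paper's tables, 225 were within 0.05 on the log2 scale of those computed here, and 7 differ.

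The paper gives 33 cycling hypoxia-responsive probe sets in WM793B cells, and 53 were found here. Of the alternatives set before the data were examined, these no longer differ: no variation filter (37), dim probe sets left out (41), no moderation (44), replicate block (49), the test of the comparison itself (31), without cycling hypoxia replicate 2 (47), without chronic hypoxia replicate 1 (46) and without control replicates 1, 2 and 3 (45, 43 and 46). Still differing were arrays quantile-normalized again (53), arrays centred on the median (55), trend and robust (56), the random variance model (56), all 27 arrays in one fit (64), 0.55 log2 between cycling and chronic hypoxia (53), without cycling hypoxia replicates 1 and 3 (60 and 68) and without chronic hypoxia replicates 2 and 3 (52 and 52). The 18S covariate, added later, gave 54. The paper asks for genes significantly less modulated by chronic hypoxia, which can be read as a test of the comparison itself.

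The other counts do not differ by more than 1.5 times, and the paper's number was reached in some settings. The paper's 61 for PC-3 cells (82 here) was reached with no variation filter (61), and its 419 for SK-OV-3 cells (409 here) with the random variance model (419). The paper's 36 probe sets common under cycling hypoxia (38 here) were reached with no variation filter (36).

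For THBS1 in SK-OV-3 cells under chronic hypoxia the paper gives 1.8-fold, and 6.54 was found here. For OSMR in SK-OV-3 cells under chronic hypoxia the paper gives 7.9 and the value here was 1.16. For PSMB4 in PC-3 cells under chronic hypoxia the paper gives a rise of 1.8-fold and the value here was 0.55, so the sizes match with the ratio turned (1.82) and the direction differs. For DUSP6 in SK-OV-3 cells under chronic hypoxia the paper gives a fall of 1.4-fold, and on that scale, control over hypoxia, the value here was 0.72, so the sizes match again with the ratio turned (1.39) and the direction differs. None of the alternatives set before the data were examined closes these 4 gaps, 9 for THBS1, OSMR and DUSP6 and 8 for PSMB4.

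ACKR3 (CXCR7 in the paper) rose under chronic hypoxia by the paper's 10.5-fold in PC-3 and 38.15-fold in SK-OV-3 cells, and by 38.2-fold and 10.5-fold here, so the 2 values stand exchanged. None of the 8 alternatives set before the data were examined closes either gap. SHANK2 in PC-3 cells under chronic hypoxia has the paper's 0.9, a value that a column of signed fold changes cannot hold, and 1.13 here, or 0.88 with the ratio turned. Of 9 alternatives set before the data were examined, 1 closes this gap, without PC-3 chronic hypoxia replicate 1 (0.83), and the other 8 do not.

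The paper states that most cycling hypoxia-responsive genes of PC-3 cells were suppressed. Its Table S5 holds 44 higher and 18 lower probe sets, and 49 were higher and 33 lower here. With dim probe sets left out the numbers were 32 and 33, quantile-normalized again 37 and 37, with no variation filter 42 and 19, and with the 18S covariate 55 and 29. WM793B cells had 15 higher and 38 lower, in the direction the paper gives.

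Merged over the cell lines, the paper found no genes that met its criteria for a response to cycling hypoxia. How much weaker the chronic response had to be in that comparison is not given as a number. Here 7 probe sets passed in the additive model with the thresholds the paper sets for single cell lines. The model is thus not that of the paper's comparison, and the thresholds may differ too. For HIF-regulated genes the paper reports no difference between the kinds of hypoxia in its selected gene sets, while 25, 25 and 20 of 27 genes were lower under cycling hypoxia here in PC-3, SK-OV-3 and WM793B cells. In its discussion the paper also gives a weaker response of HIF1-regulated genes to cycling hypoxia, as found here. For adhesion in SK-OV-3 cells the paper reports a stronger effect of cycling hypoxia, and 7 of 22 genes were lower and 0 higher than under chronic hypoxia here (camera adjusted p = 0.00236, 0.0959 with an estimated correlation). For invasion in SK-OV-3 cells the paper reports more gene sets under cycling hypoxia, and 1 of 20 genes was higher and 9 lower here (camera adjusted p = 0.0197, 0.299 with an estimated correlation, 0.0563 without cycling hypoxia replicate 3). Against control, adhesion and invasion genes rose here under both kinds of hypoxia in these cells. These gene lists are not the gene sets of the paper. EPHA2 in WM793B cells is a gene the paper reports as differing between cycling and chronic hypoxia by qRT-PCR. On the arrays it did not pass here (log2 difference 0.46, adjusted p = 0.103) and passed with a replicate block.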

Other observations

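The tests for 1 array that differs, for the 18S ribosomal RNA signal and for other divisions of the arrays were chosen only after the result was seen. The values in the next 4 paragraphs are those of lists and conditions not set out at the paper's sentences.

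Of 22 adhesion genes in PC-3 cells, 12 rose and 5 fell (camera adjusted p = 0.0139, adjusted p = 0.0966 with an estimated correlation) under chronic hypoxia. Under cycling hypoxia 12 rose and 5 fell (camera adjusted p = 0.0159, adjusted p = 0.112 with an estimated correlation). In SK-OV-3 cells 15 rose and 0 fell (camera adjusted p = 1.46e-05, adjusted p = 0.0161 with an estimated correlation) under chronic hypoxia, and 13 rose and 1 fell (camera adjusted p = 0.000409, adjusted p = 0.0288 with an estimated correlation) under cycling hypoxia. Among 20 genes of invasion and matrix remodelling, 11 rose and 3 fell (camera adjusted p = 0.00326, adjusted p = 0.105 with an estimated correlation) in PC-3 cells under chronic hypoxia. Epithelial markers rose as well there, where 8 rose and 2 fell (camera adjusted p = 0.0109, adjusted p = 0.188 with an estimated correlation) of 13. Of 19 collagen and matrix protein genes, 13 rose and 5 fell (camera adjusted p = 0.00167, adjusted p = 0.213 with an estimated correlation) in PC-3 and 11 rose and 0 fell (camera adjusted p = 2.67e-06, adjusted p = 0.139 with an estimated correlation) in WM793B cells under chronic hypoxia. In SK-OV-3 cells 14 rose and 0 fell (camera adjusted p = 1.34e-06, adjusted p = 0.0214 with an estimated correlation) under cycling hypoxia.

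Metallothioneins, which bind metal ions, moved apart between the cell lines under chronic hypoxia. Of 7 genes, 6 rose and 0 fell (camera adjusted p = 0.00103, adjusted p = 0.252 with an estimated correlation) in PC-3, 6 rose and 0 fell (camera adjusted p = 0.00186, adjusted p = 0.255 with an estimated correlation) in SK-OV-3 and 0 rose and 6 fell (camera adjusted p = 0.0241, adjusted p = 0.489 with an estimated correlation) in WM793B cells. Between cycling and chronic hypoxia, 0 were higher and 6 lower (camera adjusted p = 0.00107, adjusted p = 0.309 with an estimated correlation) in PC-3 cells, and 0 were higher and 5 lower (camera adjusted p = 0.00568, adjusted p = 0.333 with an estimated correlation) in SK-OV-3 cells. Of 11 heat shock protein genes, 0 rose and 7 fell (camera adjusted p = 0.0332, adjusted p = 0.293 with an estimated correlation) in SK-OV-3 cells under chronic hypoxia, a call lost without chronic hypoxia replicate 1 (adjusted p = 0.0678). In WM793B cells 5 were higher and 0 lower (camera adjusted p = 0.00357, adjusted p = 0.115 with an estimated correlation) under cycling than under chronic hypoxia.

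Of 17 genes of ATF4 and the amino acid response, 1 was higher and 7 lower (camera adjusted p = 0.00107, adjusted p = 0.398 with an estimated correlation) under cycling than under chronic hypoxia in PC-3 cells. In SK-OV-3 cells 13 were higher and 1 lower (camera adjusted p = 0.000202, adjusted p = 0.413 with an estimated correlation). Of 15 genes of cholesterol synthesis in PC-3 cells, 0 were higher and 14 lower (camera adjusted p = 8.78e-10, adjusted p = 0.0661 with an estimated correlation) under cycling than under chronic hypoxia. Under cycling hypoxia 0 rose and 5 fell (camera adjusted p = 0.00532, adjusted p = 0.344 with an estimated correlation) in SK-OV-3 and 0 rose and 4 fell (camera adjusted p = 0.0115, adjusted p = 0.492 with an estimated correlation) in WM793B cells. Endoplasmic reticulum chaperones fell in SK-OV-3 cells under cycling hypoxia, where 0 rose and 7 fell (camera adjusted p = 0.000205, adjusted p = 0.0288 with an estimated correlation) of 16. Oxidative phosphorylation and citric acid cycle genes fell there too, where 0 rose and 13 fell (camera adjusted p = 2.16e-06, adjusted p = 0.0160 with an estimated correlation) of 19. Between cycling and chronic hypoxia in SK-OV-3 cells, 0 were higher and 11 lower (camera adjusted p = 1.39e-06, adjusted p = 0.155 with an estimated correlation) of 16 glycolysis genes. Of 13 genes of ribosome biogenesis and MYC targets, 8 were higher and 0 lower (camera adjusted p = 0.000814, adjusted p = 0.299 with an estimated correlation) there.

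The AP-1 family rose in PC-3 cells under chronic hypoxia, where 9 rose and 0 fell (camera adjusted p = 4.97e-05, adjusted p = 0.0547 with an estimated correlation) of 10. Of 22 NF-kB targets, 18 rose and 3 fell (camera adjusted p = 5.11e-06, adjusted p = 0.0582 with an estimated correlation) in PC-3 cells under chronic hypoxia, and 16 rose and 0 fell (camera adjusted p = 1.57e-06, adjusted p = 0.120 with an estimated correlation) in SK-OV-3 cells under cycling hypoxia. In WM793B cells 1 was higher and 10 lower (camera adjusted p = 7.9e-05, adjusted p = 0.338 with an estimated correlation) under cycling than under chronic hypoxia. Angiogenesis genes rose in SK-OV-3 cells under cycling hypoxia, where 9 rose and 0 fell (camera adjusted p = 0.000497, adjusted p = 0.0290 with an estimated correlation) of 18. Camera called neither melanocyte markers (7 of 15 measured) nor fibroblast and endothelial markers (6 of 11) in any comparison. Of 13 leukocyte and erythroid markers, 0 passed the variation filter and could be tested.

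In PC-3 cells 33 cycling hypoxia-responsive probe sets were lower under cycling than under chronic hypoxia, with a median log2 difference of -1.49. For 17 of their genes, probe sets not among the 33 had a median difference of -0.016 (quartiles -0.10 to 0.055), so the change may belong to the probe sets more than to the transcripts. HSPA6 has no such probe sets, as both of its own are among the 33. Exceptions included PAG1, SASH1 and EBP, whose other probe sets were clearly lower too. Cycling hypoxia replicate 3 was the least changed array for 27 of the 33 (replicate 1 for 4, replicate 2 for 2), against 16 of the 49 higher probe sets, so a difference between the arrays of this group may contribute. Another candidate explanation is the ribosomal RNA signal, since the 18S values of the 3 cycling arrays were 7.42, 7.25 and 9.73, and replicate 3 was also the highest in SK-OV-3 (10.79, 10.62 and 12.63) and WM793B cells (5.01, 4.99 and 8.16). Within the groups of the other cell lines, 30 of these probe sets had a median correlation with 18S of 0.575 (quartiles 0.048 to 0.736, permutation p = 0.0249), against -0.051 for all probe sets and 0.382 without the 2 arrays farthest from their groups.

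With the 18S signal as a covariate, 3 of the 30 lower probe sets that are not 18S themselves were still called in PC-3 cells, and the median difference of the 30 went from -1.40 to -0.24. Of the 49 higher ones, whose median difference went from 0.89 to 0.83, 21 were still called. In SK-OV-3 cells 138 of 166 lower and 189 of 243 higher probe sets were, and in WM793B cells 34 of 38 and 14 of 15. The covariate goes along with the conditions in PC-3 cells, so it can also remove a response to cycling hypoxia. Brightest probe sets of 60 ribosomal protein genes had a median difference of -0.038 in PC-3 cells, and 2 were lower by at least 1.5-fold. The difference of the 18S signal between cycling hypoxia and control had a gap of -2.32 between PC-3 and SK-OV-3 cells. Between PC-3 and WM793B cells the gap was -2.66. Limma did not call either gap on all 3 probe sets (highest adjusted p 0.150 and 0.145). Within each cell line, the 18S signal was compared over the 3 conditions by an exact permutation test. The unadjusted p was 0.0143 in PC-3, 0.207 in SK-OV-3 and 0.986 in WM793B cells, which does not test the gap between cell lines. No biological explanation of the 33 probe sets was tested, and a response of ribosomal RNA to cycling hypoxia stays open.

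The actin probe sets, of which a lower 3' minus 5' difference means less degraded RNA, differed by 0.71 under chronic hypoxia, 0.84 in control and 0.79 under cycling hypoxia in PC-3 cells. The exact permutation p was 0.0179, which did not pass over 9 tests (adjusted p = 0.0804).

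The 9 arrays of each cell line were divided in 100 ways into groups of 3, the real one included, and each count was made again with limma. A count of divisions as large includes the real one. In PC-3 cells the real groups gave 4411 changed probe sets for chronic hypoxia, 1686 for cycling hypoxia and 82 cycling hypoxia-responsive ones. The highest of the other divisions gave 2667, 2604 and 2034, and 1, 3 and 4 divisions were as large. In SK-OV-3 cells the real groups gave 3043 changed probe sets for chronic hypoxia, 1795 for cycling hypoxia and 409 cycling hypoxia-responsive ones. The highest of the other divisions gave 1369, 1509 and 1457, and 1, 1 and 4 divisions were as large. In WM793B cells the real groups gave 2395 changed probe sets for chronic hypoxia, 735 for cycling hypoxia and 53 cycling hypoxia-responsive ones. The highest of the other divisions gave 894, 1068 and 608, and 1, 2 and 4 divisions were as large. All 9 shares are under 0.05. No other division reached the 3 counts of chronic hypoxia or the count of cycling hypoxia in SK-OV-3 cells. For these, 1 of 100 is the smallest share that 100 divisions allow, so chance is made unlikely and not excluded. For the other 5 counts some divisions were larger, and for the responsive ones several times the real number, which points to a structure of the samples. The highest of them kept 7 of the 9 arrays together with their real groups, and 5 arrays (cycling hypoxia in PC-3 and WM793B cells) or 2, 1 and 1 (responsive) under the real name, so they still hold most of the real grouping. For these 5 counts the share says only that the arrays group by condition, not that the number is higher than chance gives.

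For the results over all cell lines, 1 of 100 divisions was as large, the real one. Probe sets changed in all 3 cell lines by limma were 291 for chronic and 38 for cycling hypoxia, against 0 at most in the other divisions. The median division called 0 probe sets in each cell line and had none to share, so this says nothing about how much the cell lines share. For the results that follow, 1 of 100 is the smallest share that 100 divisions allow, so chance is made unlikely and not excluded. Differences of the response between the cell lines were 13379 for chronic hypoxia (highest other 4528) and 9546 for cycling hypoxia (highest other 2544). In the additive model the numbers were 9166 (highest other 5289), 6608 (1093) and 5290 (2843) for chronic hypoxia, cycling hypoxia and chronic against cycling hypoxia. List comparisons called by camera at the preset correlation were 143, against a median of 80 and at most 132 in the other divisions. Divisions other than the real one thus often call lists too, and a single camera call at the preset correlation is weak evidence without its value at an estimated correlation.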
